# 2,3,7,8-Tetrachlorodibenzo-*p*-dioxin modifies alternative splicing in mouse liver

**DOI:** 10.1371/journal.pone.0219747

**Published:** 2019-08-06

**Authors:** Ana B. Villaseñor-Altamirano, John D. Watson, Stephenie D. Prokopec, Cindy Q. Yao, Paul C. Boutros, Raimo Pohjanvirta, Jesús Valdés-Flores, Guillermo Elizondo

## Abstract

Alternative splicing is a co-transcriptional mechanism that generates protein diversity by including or excluding exons in different combinations, thereby expanding the diversity of protein isoforms of a single gene. Abnormalities in this process can result in deleterious effects to human health, and several xenobiotics are known to interfere with splicing regulation through multiple mechanisms. These changes could lead to human diseases such as cancer, neurological disorders, autoimmune diseases, and developmental disorders. 2,3,7,8-Tetrachlorodibenzo-*p*-dioxin (TCDD) is an environmental contaminant generated as a byproduct of various industrial activities. Exposure to this dioxin has been linked to a wide range of pathologies through the alteration of multiple cellular processes. However, the effects of TCDD exposure on alternative splicing have not yet been studied. Here, we investigated whether a single po. dose of 5 μg/kg or 500 μg/kg TCDD influence hepatic alternative splicing in adult male C57BL/6Kou mouse. We identified several genes whose alternative splicing of precursor messenger RNAs was modified following TCDD exposure. In particular, we demonstrated that alternative splicing of *Cyp1a1*, *Ahrr*, and *Actn1* was significantly altered after TCDD treatment. These findings show that the exposure to TCDD has an impact on alternative-splicing, and suggest a new avenue for understanding TCDD-mediated toxicity and pathogenesis.

## Introduction

Dioxins are a group of environmentally persistent contaminants, which include polychlorinated dibenzo-*p*-dioxins (PCDDs), polychlorinated dibenzofurans (PCDFs) and 11 dioxin-like polychlorinated biphenyls (PCBs). 2,3,7,8-Tetrachlorodibenzo-*p*-dioxin (TCDD) is the most toxic dioxin and is a product of anthropogenic activity generated from waste incineration, chlorine paper bleaching and pesticide manufacture [1]. Human exposure to TCDD has been linked to a variety of malignancies, such as chloracne and hepatotoxicity [2]. In animal models, TCDD exposure produces an exceedingly broad range of toxic effects including wasting syndrome, thymic atrophy, endocrine disruption, immune suppression, behavioral alterations, teratogenicity, cancer and death [3, 4]. The precise mechanisms through which TCDD induces toxicity are not fully understood; however, almost all of its effects are mediated through the aryl hydrocarbon receptor (AhR), a ligand-dependent transcription factor that is a member of the bHLH-PAS (basic-helix-loop-helix-Per-ARNT-Sim) superfamily. Upon binding to TCDD, AhR activates two pathways. The genomic pathway as a transcription factor, binding to xenobiotic response elements (XREs) located in the promoter regions of its target genes, resulting in an up- or down-regulation of the abundance of a battery of genes encoding xenobiotic-metabolizing enzymes [5] among many others [6–8]. And the nongenomic pathway, exerted through a variety of ways, including crosstalk with other transcription factor (such as estrogen receptor alpha, androgen receptor, NF-κB, and ß-catenin) [9–12], altering histone marks or DNA methylation patterns [13, 14], modifying the activation of Src tyrosine kinase [15], or increasing the intracellular calcium concentration [16].

Benzo[*a*]pyrene, an AhR agonist, disrupt nephrogenesis by modulating the splicing of Wilms’s tumor suppressor [17]. Moreover, CD44 splicing variants were found after Benzo[*a*]pyrene treatment [18]. On the other hand, the effects of TCDD exposure on alternative splicing mechanisms have not been investigated, nor more broadly has the influence of AhR activation. However, there are some observations that suggest it. Human *ALDH3* gene present three alternative splice acceptor sites at the 3’-end of intron 1. Interestingly, the splice variants derived from these sites were observed in controls but not in HepG2-TCDD treated cells, suggesting that this dioxin might modify alternative splicing [19]. Alternative splicing occurs co-transcriptionally and increases protein diversity by including or excluding exons in different combinations, resulting in the production of a diverse array of proteins from a single gene. In humans, ~92–94% of genes are alternatively spliced, allowing for the generation of more than 100,000 protein isoforms [20, 21]. This process is carried out by the splicing code, which consists of three elements: the *cis*-acting elements of the transcript, the spliceosome (which assembles step-wise on the precursor mRNA (pre-mRNA) substrates), and auxiliary factors. Each of these components can be targeted by external agents, causing modifications to the alternative splicing of pre-mRNAs. In particular, xenobiotics can interfere with splicing through multiple mechanisms including inhibition of spliceosome assembly, interference with the recognition of alternative exons, or modification of the abundances of splicing factors [22]. Alterations in the splicing process can result in significant deleterious effects on human health. In particular, alternative splicing abnormalities have been linked to cancer, neurological disorders, autoimmune diseases, and developmental disorders, among others [23, 24]. Therefore, identifying agents with the potential to alter alternative splicing is crucial for understanding many human health problems.

To address this, we have investigated the effects of TCDD exposure on alternative splicing using a mouse model known to be sensitive to TCDD toxicities. In particular, we have evaluated the transcriptome of liver from adult male mice exposed to a low or high dose of TCDD (5 or 500 μg/kg) or vehicle control, focusing on differential abundance of alternatively spliced transcripts. We identified several genes whose splicing processes were modified by TCDD exposure and performed validation of key findings using real-time quantitative PCR (qPCR).

## Materials and methods

### Animal handling

Male C57BL/6Kou mice at the age of 13–15 weeks were obtained from the National Public Health Institute, Division of Environmental Health Institute, Kuopio, Finland. The animals were housed in a pathogen-free facility at 21°C with 50 ± 10% relative humidity and artificial illumination on a 12/12 hour light/dark cycle and tap water *ad libitum*. This study was approved by the Finnish National Animal Experiment Board (Eläinkoelautakunta, ELLA; permit code: ESLH-2008-07223/Ym-23).

### Experimental design

Animals were divided into 3 groups of 4 mice each and treated by oral gavage with a 5 μg/kg or 500 μg/kg dose of TCDD dissolved in corn oil or corn oil alone (10 mL/kg). Mice were observed 2 times after exposure for their general appearance and behavior. Animals were euthanized at 19 hours post-treatment with carbon dioxide followed immediately by cardiac exsanguination. Livers were immediately excised and frozen in liquid nitrogen. The overall experimental design is outlined in Fig 1.

**Fig 1:**
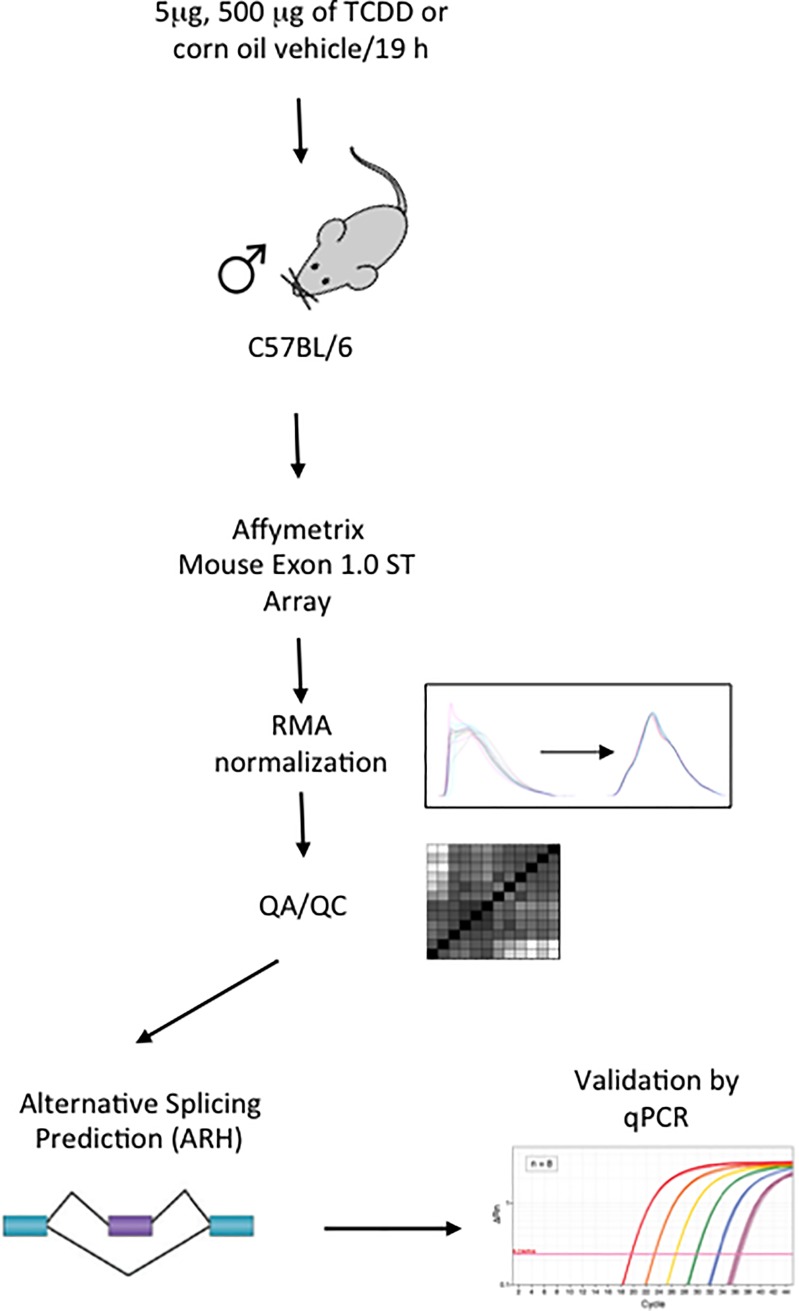
Experimental design. Twelve total male C57BL/6Kou mice at the age of 13–15 weeks were divided into 3 groups of 4 mice each, and treated by oral gavage with a 5 or 500 μg/kg dose of TCDD dissolved in corn oil or corn oil vehicle alone (10 mL/kg). Liver tissue was collected 19 h post-treatment. Affymetrix Mouse Exon 1.0 ST Arrays were used to assess RNA abundance. Data were normalized using RMA and homogeneity assessed; no outliers were detected. Alternative splicing events were predicted using an entropy base measure (ARH), and transcripts with significantly differential abundance were validated using RT-qPCR.

### RNA isolation and exon array hybridization

Liver samples were ground to a fine powder in liquid nitrogen using a mortar and pestle, followed by homogenization in a lysis buffer using a Polytron. RNA was isolated using an RNeasy Mini Kit (Qiagen, Mississauga, Canada) following the manufacturer’s instructions. RNA was quantified using a NanoDrop UV spectrophotometer (Thermo Scientific, Mississauga, Canada) and its integrity verified using RNA 6000 Nano chips on an Agilent 2100 Bioanalyzer (Agilent Technologies, Mississauga, Canada). All samples with an RNA integrity number (RNI) ≥ 8.5 were used for subsequent analysis. RNA was assayed on an Affymetrix Mouse Exon 1.0 ST Array at the Center for the Applied Genomics at the Hospital for Sick Children (Toronto, Canada) according to manufacturer’s protocols.

### Exon array preprocessing

Raw array data (CEL files) were loaded into the R statistical environment (v3.1.2) using the oligo package (v3.6) from the Bioconductor library [25]. Gene and ProbeSet annotation was performed using moex10sttranscriptcluster.db (v3.6) and moex10stprobeset.db (v3.6) packages. Data were normalized using the RMA algorithm [26]. Data were assessed for distributional homogeneity and visualized using the BPG package [27] with the lattice (v0.20–33) and latticeExtra (v0.60–26) packages in R. Raw data is available in GEO at GSE126328, and in the TCDD transcriptomics package (v2.2.5) for R (download from: https://labs.oicr.on.ca/boutros-lab/tcdd-transcriptomics)[28].

### Alternative splicing and statistical analysis

Only ProbeSets with annotation core databases were used for the analysis. Differential abundance analysis was performed using the limma package (v3.2) for R. Linear modeling was performed to contrast each TCDD dose to control. Standard errors of coefficients were adjusted using an empirical Bayes model. Model-based *t*-tests were applied to test for significance, followed by false discovery rate adjustments for multiple testing. To detect alternative splicing events, an entropy base measure for splicing prediction was performed using the ARH package as well as the exon variations within a gene [29].

### Real-time quantitative PCR (qPCR) analysis

Complementary DNA (cDNA) for the qPCR assay was prepared from 3 μg of total liver RNA using random primers and SuperScript First-Strand Synthesis (Invitrogen, Carlsbad, CA, USA). The real-time polymerase reaction (PCR) was performed in a StepOne Real-Time PCR System with TaqMan Universal PCR Master Mix (Applied Biosystems, Branchburg, NJ, USA) according to the manufacturer’s protocol. Relative transcript abundance was quantified using the comparative threshold cycle (Ct) method. The probes used for each exon were obtained from Integrated DNA Technologies (IDT, Skokie, IL, USA). The gene encoding the *18S* ribosomal RNA (rRNA, endogenous) with identification number ID Mm00507222_s1 (IDT) was used to normalize the results.

### Statistical analysis

Real Time quantitative PCR results are presented as the mean values ± standard deviation (S.D.) of three replicates. The statistical significance of the data was evaluated using the Student’s t-test. In all cases, the differences between groups were considered to be statistically significant when the *p* value was less than 0.05.

## Results

Alterations in the splicing process can result in significant deleterious effects on human health. Therefore, identifying agents with the potential to alter alternative splicing is necessary. TCDD are known to impact the transcriptome, however the effects on alternative splicing are unclear. To address this, exon arrays were used to evaluate the alternative splicing of livers from adult male mice exposed to TCDD. 

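Liver RNA was hybridized to Affymetrix Mouse Exon 1.0 ST arrays, on which each exon is measured by one or more ProbeSets, small sets of probes that are summarized as one value. The mice had received corn oil (control), TCDD 5 μg/kg or TCDD 500 μg/kg by gavage, and the livers were taken after 19 h. TCDD is a dioxin that binds the aryl hydrocarbon receptor (AhR), a transcription factor. The array labels give 5 control mice, 4 mice with TCDD 5 μg/kg and 3 mice with TCDD 500 μg/kg, with 1 array per mouse, as do the lines drawn in Fig 3A, while the methods text and the legend of Fig 1 give 4 mice per group. All values here use the groups of the labels. The authors normalized the arrays with RMA, which corrects for background, brings the arrays to one distribution and summarizes the probes of each ProbeSet on the log2 scale. Values of 667370 ProbeSets were read, and the 205679 core ProbeSets, which belong to 15245 genes, were tested. Array medians over all ProbeSets lay between 5.42 and 5.51, and the values were used without further scaling. Within a group, pairs of arrays had a Pearson r between 0.951 and 0.980 across all ProbeSets, which are not independent replicates. The median SD of a ProbeSet within groups was 0.369 log2 units. The number of arrays limits the precision of every value.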

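The abundance of Cyp1a1, a gene induced through AhR, was read first in every array. The median of its 8 core ProbeSets lay between 4.71 and 6.04 in the 5 control arrays. It lay between 13.59 and 13.62 in the 4 arrays of TCDD 5 μg/kg and between 13.58 and 13.60 in the 3 arrays of TCDD 500 μg/kg. Differential abundance was then tested for all core ProbeSets with limma in one fit of the 12 arrays (two-sided, Benjamini-Hochberg adjusted p threshold of 0.05). Against corn oil, 495 ProbeSets of 152 genes differed at 500 μg/kg, 393 of them higher and 102 lower. The arrays of 500 μg/kg and corn oil did not overlap for 23755 ProbeSets, 11.55% of those tested, where chance gives 3.571%. The lower dose, 5 μg/kg, changed 124 ProbeSets of 31 genes, 123 of them higher and 1, of Anxa9, lower, and 1.814% of ProbeSets did not overlap where chance gives 1.587%. The direct contrast of the doses called 6 ProbeSets, all higher at 500 μg/kg, and 4.407% did not overlap, below the 5.714% that chance gives. Among the 6 ProbeSets were 1 of Dimt1 and 1 of Smcp. Anxa9, Dimt1 and Smcp were named after their values were seen. Among the alternatives, array weights moved the count at 500 μg/kg most, to 2380 ProbeSets, of which 46.3% were higher, against 79.4% with equal weights. It was 324, 311 or 301 without corn oil replicate 1, 2 or 3, and 274 or 249 without replicate 1 or 3 of 500 μg/kg. With a block for the replicate number, limma called 335 ProbeSets at 500 μg/kg and 59 at 5 μg/kg. Between the doses, the block left 0 (12167 at an unadjusted p under 0.05). The count at 5 μg/kg was 74 without corn oil replicate 2 and 73 without replicate 2 of 5 μg/kg. Between the doses, limma called 0 without replicate 1 or 3 of 500 μg/kg (7304 and 8672 ProbeSets at an unadjusted p under 0.05), 2 without corn oil replicate 1 or 5 or replicate 3 of 5 μg/kg, 11 without corn oil replicate 4 and 10 without replicate 1 of 5 μg/kg.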

The experimental outline is presented in Fig 1.

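The ARH index is an entropy measure of how unevenly the ProbeSets of one gene change. For each core ProbeSet, the splicing deviation was the absolute difference between its log2 fold change and the median log2 fold change of its gene. The deviations were put on the linear scale and divided by their sum, and the entropy of these shares was subtracted from the highest entropy that the number of ProbeSets allows. The result was multiplied by the ratio of the upper to the lower quartile of the linear fold changes. The index is 0 when all ProbeSets of a gene deviate equally and rises when a few of them deviate more than the rest. It was computed for the 14920 genes with at least 2 core ProbeSets, and the 325 genes with a single one were left out. Over the genes, the median ARH at 500 μg/kg against corn oil was 0.0121, and the 99th percentile was 0.160. The same quantities at 5 μg/kg against corn oil were 0.00827 and 0.111.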

After pre-processing the data, splicing assessment was performed *via* ARH analysis. Using a threshold of ≥ 0.5, we identified 36 genes with differential splicing (Fig 2).

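An ARH of at least 0.5 was found for 23 of the genes tested at 500 μg/kg against corn oil, and 13 of these are among the 36 genes of Fig 2. Among the 13 were Cyp1a1, Kirrel3, Ecel1, Nptx1, Meig1, Ahrr, Fabp12, Nqo1, Cyp1a2, Foxb2, Actn1 and Tiparp. The threshold was reached by 6 genes at 5 μg/kg, by 13 without replicate 3 of that group and by 11 without its replicate 4. Each of the 36 genes was tested at both doses by computing its ARH for every split of the arrays into groups of the same sizes (exact permutation test, one-sided for a larger ARH). For 17 of the 36 genes, the ARH at 500 μg/kg was the largest of all 56 splits, which is exact permutation p = 0.0179, the smallest that 3 arrays against 5 allow, and an adjusted p of 0.0459 over the 72 tests of the family. The study chose the 36 genes for a high ARH on these arrays, so these p values are not independent evidence. Of the 13 genes past the threshold, 12 were among these 17. Meig1 was the exception, with an ARH of 1.02 and an exact permutation p of 0.0536 (adjusted p = 0.104), and its ARH fell to 0.347 without replicate 2 of 500 μg/kg. With the median in place of the mean of each group the number was 56 genes, 32 of them in Fig 2. It fell to 5 without the quartile ratio and to 6 without the ProbeSet of largest deviation. With 1 array left out in turn the number lay between 21 and 42, the latter without replicate 2 of 500 μg/kg. ARH was not tested between the doses.

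**Figure D1:**
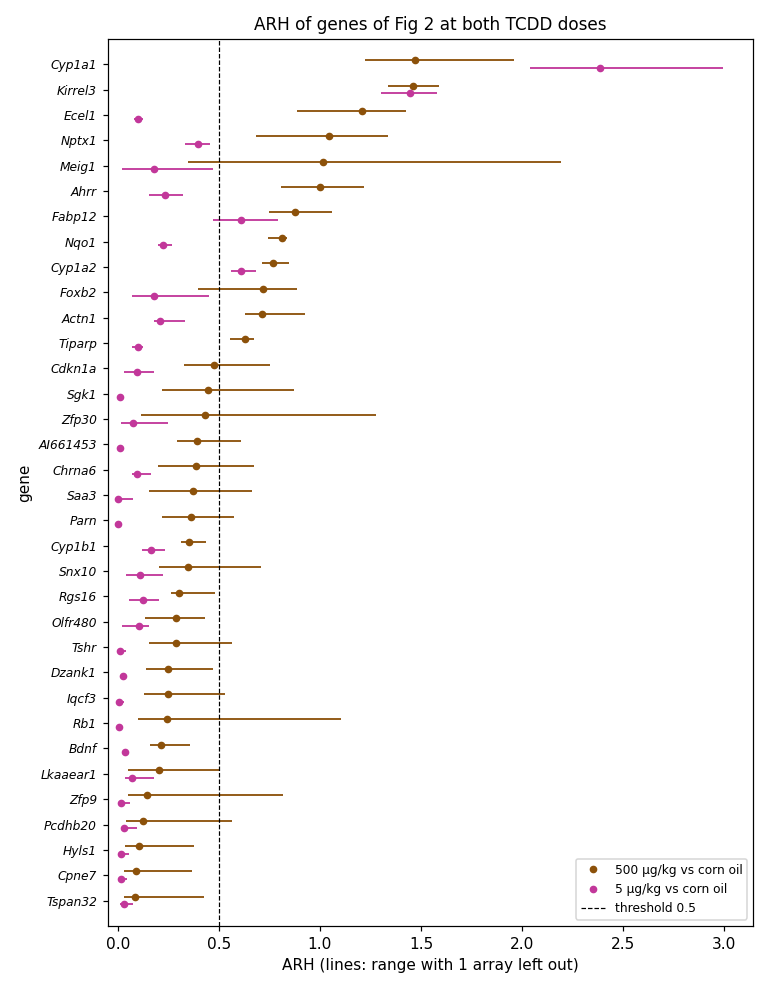
ARH of 34 genes of Fig 2 (horizontal axis, no unit) at 500 μg/kg (brown) and 5 μg/kg (fuchsia) against corn oil, with lines for the range when 1 array is left out in turn and a dashed line at the threshold of 0.5. At 500 μg/kg, 12 of the points lie at or past the threshold and 22 lie short of it.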

**Fig 2:**
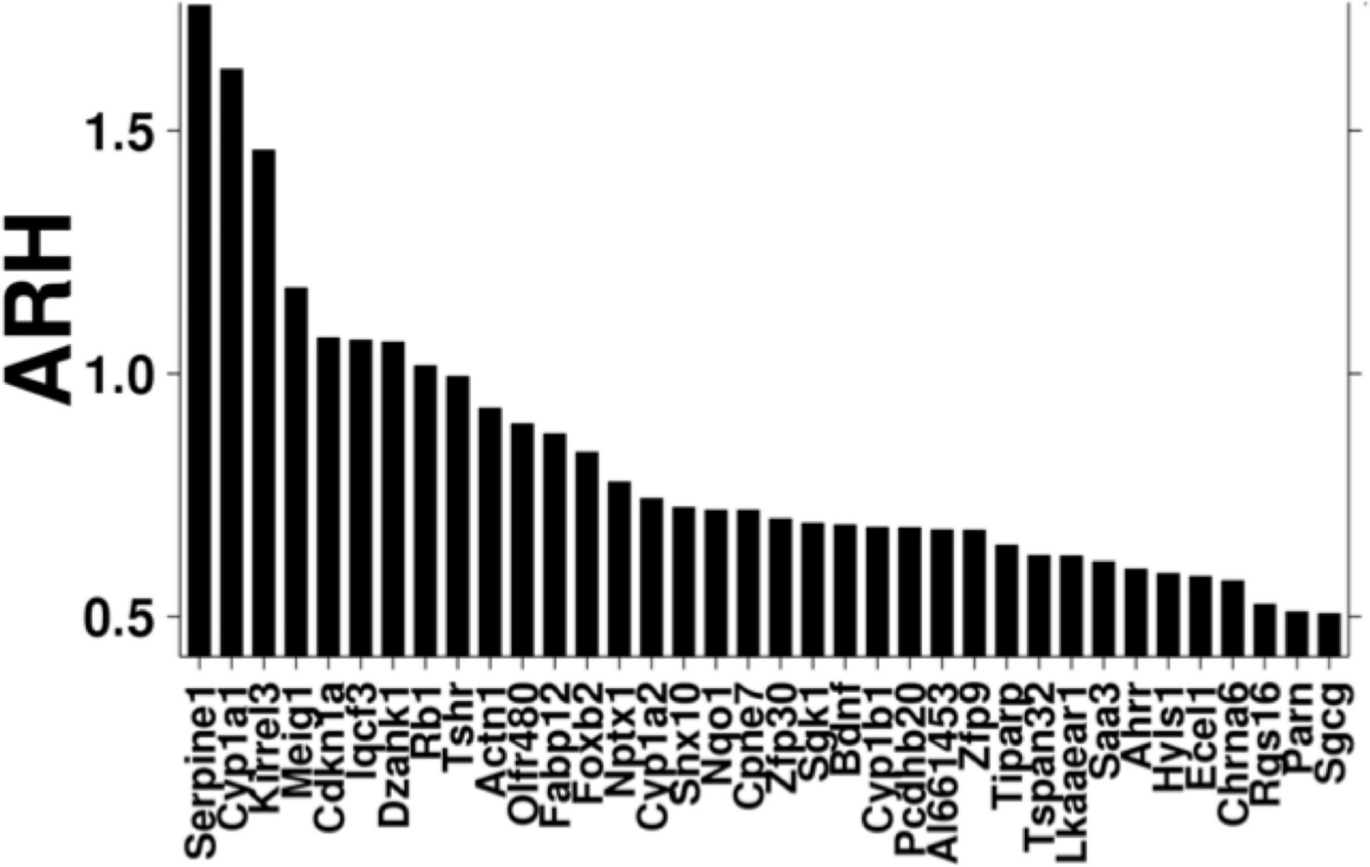
Alternative splicing observed following TCDD exposure. ARH analysis was performed to identify differentially spliced transcripts between 500 μg/Kg TCDD-treated mice and controls. Thirty six genes with ARH values of 0.5 or higher were identified.

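Of the 36 genes, 23 had an ARH under 0.5 at 500 μg/kg. Closest to the threshold were Cdkn1a with 0.475, Sgk1 with 0.447 and Zfp30 with 0.432. In 5 of the 23 genes, Bdnf, Cyp1b1, AI661453, Chrna6 and Parn, the ARH was nevertheless the largest of all splits, at values between 0.212 and 0.391, in a test on genes that the study chose on these arrays. Single arrays decided the side of the threshold for several genes. Without replicate 2 of 500 μg/kg, the ARH was 1.28 for Zfp30, 1.104 for Rb1, 0.871 for Sgk1, 0.752 for Cdkn1a and 0.612 for AI661453. Without replicate 3 of that group it was 0.674 for Chrna6, and without its replicate 1 it was 0.577 for Parn. Control arrays mattered as well. Cdkn1a was at 0.589 without corn oil replicate 2 and at 0.679 without corn oil replicate 4, Sgk1 was at 0.662 without corn oil replicate 4 and Zfp30 at 0.620 without corn oil replicate 1. With all arrays, Rb1 was at 0.245.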

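Nqo1 on chromosome 8 of GRCm38.p6 had an ARH of 0.810 at 500 μg/kg, and its ProbeSet 4667272 rose by 0.19 log2 units from a corn oil level of 5.25, near the background, where the median rise of its 8 core ProbeSets was 3.29. Cyp1a2 on chromosome 9 had an ARH of 0.766. Its ProbeSet 5370688 rose by 4.51 against a gene median of 1.58. The corn oil level of this ProbeSet was 8.05, where the median level of the gene's ProbeSets was 12.42. Whether the brighter ProbeSets of Cyp1a2 had less room to rise was not tested. For Tiparp on chromosome 3 the ARH was 0.631, with a rise of 1.25 in ProbeSet 5119578 and a gene median of 4.21. With 1 array left out in turn, the ARH of these 3 genes stayed between 0.554 and 0.845. Of 6 other alternatives, Nqo1 was under 0.5 in 1, and Cyp1a2 and Tiparp were so in 2 each. The lowest values were 0.00385 for Nqo1, 0.0198 for Cyp1a2 and 0.189 for Tiparp. Cyp1b1 on chromosome 17 had an ARH of 0.352 (0.315 to 0.437 with 1 array left out), which became 0.579 when group medians replaced means. Saa3 on chromosome 7, with 4 core ProbeSets, had an ARH of 0.372 (exact permutation p = 0.0893, adjusted p = 0.143), which ran from 0.156 to 0.662 with 1 array left out and passed 0.5 without corn oil replicate 1 (0.586) or without replicate 2 of 500 μg/kg (0.662). The ARH of Cyp1a2 was 0.609 at 5 μg/kg, and those of Nqo1, Cyp1b1, Tiparp and Saa3 lay between 0.00288 and 0.224.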

From this list, several genes whose abundances were known to be regulated by AhR were identified, including cytochrome P450s 1a1 (*Cyp1a1*), 1a2 (*Cyp1a2*), 1b1 (*Cyp1b1*), NAD(P)H quinone dehydrogenase (*Nqo1*), TCDD inducible poly(ADP-ribose) polymerase (*Tiparp*), aryl hydrocarbon receptor repressor (*Ahrr*) and serum amyloid A (*Saa*) [30, 31]. From these gene sets we determined whether TCDD modified the alternative splicing of the pre-mRNAs of *Cyp1a1* and *Ahrr*. The *Cyp1a1* gene is known to be highly induced following exposure to TCDD. It is composed of 8 exons, 6 of which are coding exons (NCBI) and has been reported to have two different transcripts, Cyp1a1-201 with 7 exons (6 coding exons) and NM_009992.4 (also named Cyp1a1-202) also with 7 exons (6 coding exons) (Fig 3A).

**Fig 3:**
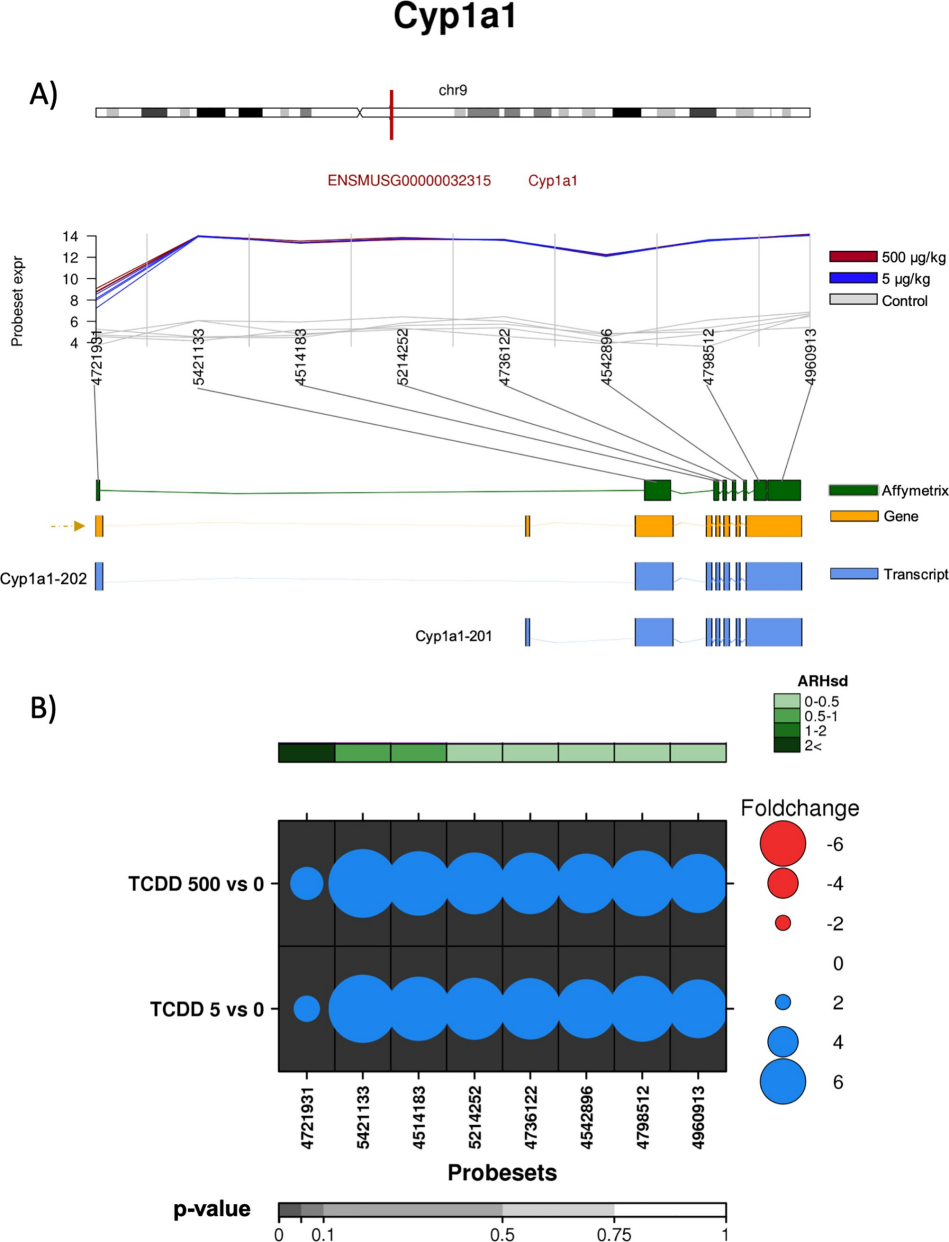
Analysis of the effect of TCDD on exonic abundances of *Cyp1a1*. A) Localization and normalized abundances of ProbeSets targeting distinct exons within the *Cyp1a1* gene. Upper panel: chromosome 9 structure and *Cyp1a1* localization (red line). Middle panel: Log_2_ of the intensities for each of the probes targeting regions within this gene, control (gray lines), low dose TCDD 5 μg/kg (fuchsia lines) and high dose TCDD 500 μg/kg (brown lines). Bottom panel: Comparative structure of known *Cyp1a1* isoforms. Gene reference, including direction of the transcription (yellow), transcripts as reported by Ensembl (blue) and Affymetrix microarray ProbeSets (green). B) RNA abundance of each ProbeSet was contrasted between TCDD treated mouse liver (5 or 500 μg/kg separately) and controls. Dotmap shows the differential abundances for each ProbeSet for each group; such that red dots show reduced abundance following TCDD exposure, while blue shows increased abundance. Dot size represents the magnitude of change. Background shading indicates significant of change, as quantified by the bottom gray bar (FDR adjusted p-value). Top green covariate bar represents the ARH value (with darker shading indicating higher intensity).

According to our analysis, at both high and low dose of TCDD (5 and 500 μg/kg), we detected consistently increased abundance of all *Cyp1a1* exons. 

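All 8 core ProbeSets of Cyp1a1, on chromosome 9 of GRCm38.p6, were higher than in corn oil at both doses (limma), with adjusted p values up to 8.55e-05 at 500 μg/kg and 8.6e-04 at 5 μg/kg. Apart from exon 1, the log2 fold changes of the 7 ProbeSets ran from 7.69 to 8.94 at 500 μg/kg and from 7.64 to 8.89 at 5 μg/kg. ProbeSet 5421133 of exon 3 measured 5.06 ± 0.93 (SD, n = 5) in corn oil, 13.95 ± 0.05 (SD, n = 4) at 5 μg/kg and 14.00 ± 0.02 (SD, n = 3) at 500 μg/kg. Every array of either dose was above every control array for this ProbeSet. In corn oil, 4 of the 7 ProbeSets, exon 3 among them, were below the median of all ProbeSets, 5.408, so that their log2 fold changes are lower limits.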

Interestingly exon 1 showed considerably lower abundance than other exons (Fig 3B), indicating that TCDD treatment changed the relative abundance of the splice variant predominantly to variant 2 (NM_001136059.2). This variant excluded exon 1, which alters the 5’ UTR. These results may also suggest an alternative transcriptional start site located between exon 1 and exon 2; however, *in silico* analysis failed to identify XREs in this region (ALGGEN PROMO database [http://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3], TH = 85). 

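ProbeSet 4721931 of exon 1 measured 4.60 ± 0.55 (SD, n = 5) in corn oil, 7.96 ± 0.54 (SD, n = 4) at 5 μg/kg and 8.85 ± 0.18 (SD, n = 3) at 500 μg/kg. Its log2 fold change was 4.25 (SE 0.33) at 500 μg/kg and 3.36 (SE 0.30) at 5 μg/kg. To compare exons within each array, the abundance of exon 3 was subtracted from that of exon 1. The difference was −0.45 ± 1.31 (SD) in corn oil, −5.98 ± 0.54 at 5 μg/kg and −5.15 ± 0.17 at 500 μg/kg. Against corn oil it moved by −4.69 (SE 0.56, adjusted p = 2.81e-09, limma over 18 such tests) at 500 μg/kg and by −5.53 (SE 0.51, adjusted p = 1.47e-11) at 5 μg/kg, and each TCDD array lay below each control array. Both exons were below the median of all ProbeSets, 5.408, in corn oil, so that their fold changes are lower limits and these shifts are shifts of array signal, not of the ratio of transcripts. In corn oil, exon 1 was on average 0.70 log2 units below the median of the other 7 ProbeSets (SD 0.92, lower in 5 of 5 arrays). The ARH of Cyp1a1 was 1.47 at 500 μg/kg and 2.38 at 5 μg/kg. It rested on exon 1: without that ProbeSet it was 0.0461 and 0.0361. From the lower abundance of exon 1, the paper reasons that TCDD shifted the splice variants mainly towards variant 2, which leaves exon 1 out, and it also proposes an alternative transcriptional start between exons 1 and 2, although it found no XREs, the binding sites of AhR, in that region in silico.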

Validation of the exon abundance was done *via* qRT-PCR using probes for exons 1 and 3. As Fig 4A shows, 500 μg/kg TCDD treatment resulted in ~6,000-fold induction of exon 3. In contrast, less than 20-fold induction was observed for exon 1, confirming the exon array results.

**Fig 4:**
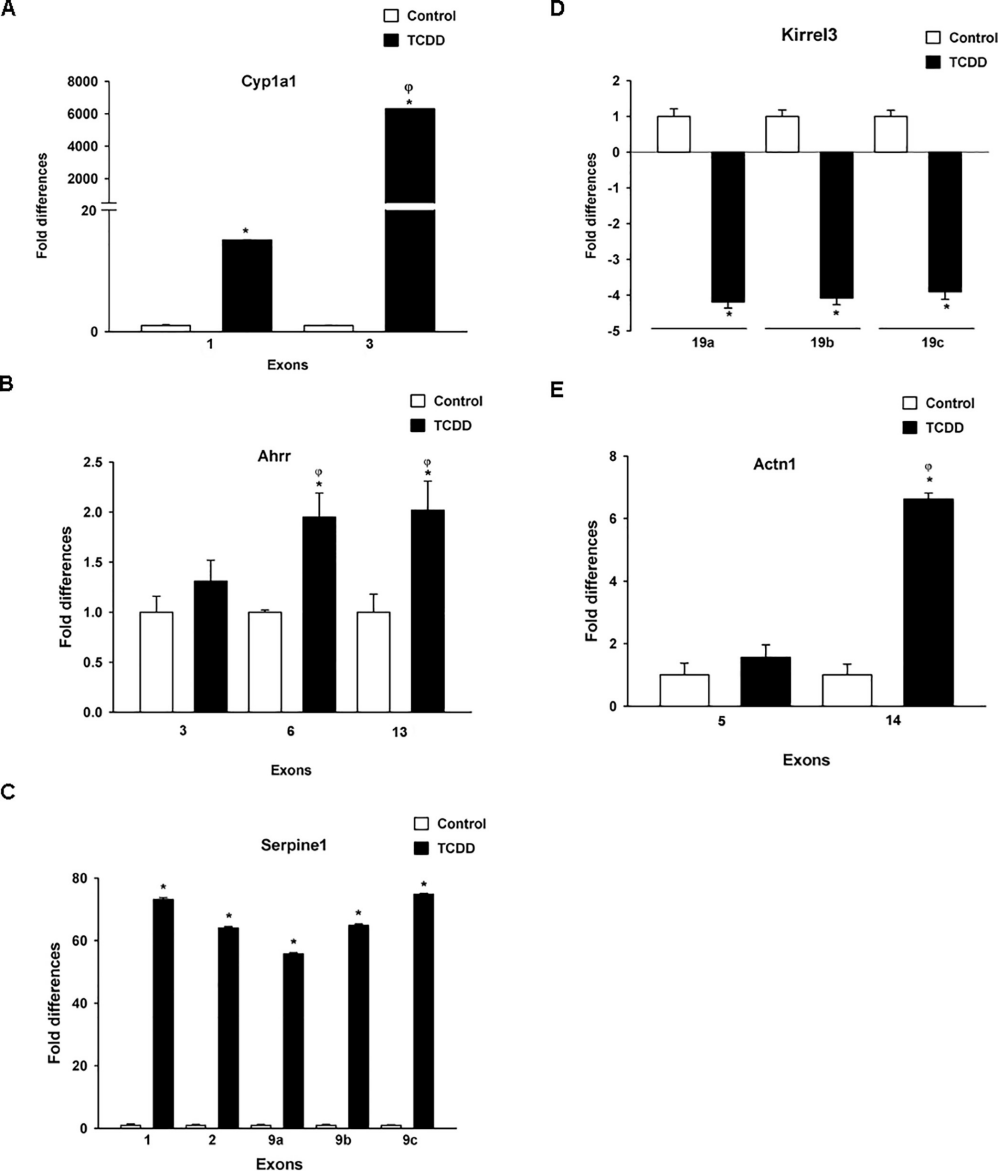
Validation of TCDD effects on exon abundances. Total mRNA was extracted from the liver from mice treated with corn oil or TCDD (500 μg/kg). A) *Cyp1a1* exon 1 (ProbeSet 4721931) and exon 3 (ProbeSet 5421133). B) *Ahrr* exon 3 (ProbeSet 4469533), exon 6 (ProbeSet 5258969) and exon 13 (ProbeSet 4848271). C) *Serpine1* exon 1 (ProbeSet 4403932), exon 2 (ProbeSet 5024287), exon 9a (ProbeSet 4354131), exon 9b (ProbeSet 5079297) and exon 9c (ProbeSet 5082204). D) *Kirrel3* exon 19a (ProbeSet 5043467), exon 19b (ProbeSet 5047088), and exon 19c (ProbeSet 4806289). E) *Actn1* exon 5 (ProbeSet 5008356) and exon 14 (ProbeSet 5597164). mRNA levels were determined by RT-qPCR and normalized to 18S ribosomal RNA. The results are expressed as the mean ± S.E. of samples from three different mice. *p < 0.05, treatment *vs*. control. ^**ȹ**^*p* < 0.05, between treatments.

Another interesting gene identified as differentially abundant by ARH was *Ahrr*. 

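Ahrr lies on chromosome 13 of GRCm38.p6 and has 21 core ProbeSets, all of them higher at 500 μg/kg than in corn oil. limma called 12 of them, and all 12 are among the 19 that Fig 5 prints. When adjusted over the list alone of the ProbeSets that the figures print, 18 of the 19 passed, but the study chose that list on these arrays, so this is not independent evidence. Over the same list, 8 passed at 5 μg/kg and 15 in the contrast between the doses. The ARH was 1.00 at 500 μg/kg (0.805 to 1.22 with 1 array left out) and 0.235 at 5 μg/kg. Without the quartile ratio the value at 500 μg/kg was 0.260, under the threshold of 0.5.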

The *Ahrr* gene is encoded by 13 exons (Fig 5A), and Ensembl, identified 7 different splice variants for this gene. Based on differential abundance of ProbeSets, we observed preferential expression following TCDD treatment of a splice variant that excluded exons 1 and 3, but included exon 13 (Fig 5B).

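ProbeSet 4848271 of exon 13 rose at 500 μg/kg from 4.75 ± 0.85 (SD, n = 5) to 10.00 ± 0.94 (SD, n = 3), a log2 fold change of at least 5.25 (SE 0.53, limma adjusted p = 8.07e-04, higher in 3 of 3 arrays). Its log2 fold change at 5 μg/kg was at least 2.67 (SE 0.49, adjusted p = 0.133). With an intensity trend in the empirical Bayes step the latter adjusted p became 0.0384, and over all alternatives it ran from 0.0384 to 0.374. For ProbeSet 5258969 of exon 6, at 3.79 in corn oil, the log2 fold changes were at least 4.08 (SE 0.47, adjusted p = 0.00194) at 500 μg/kg and at least 2.28 (SE 0.43, adjusted p = 0.150) at 5 μg/kg. These are lower limits, since both exons were below the median of all ProbeSets, 5.408, in corn oil. Without replicate 3 of corn oil the adjusted p of exon 6 at 5 μg/kg was 0.0451, in a range of 0.0451 to 0.434. Between the doses, exon 13 differed by 2.59 log2 units (adjusted p = 0.641) and exon 6 by 1.802 (adjusted p = 0.935). ProbeSet 4469533 of exon 3 moved less. It measured 6.38 ± 0.37 (SD, n = 5) in corn oil and 7.38 ± 0.26 (SD, n = 3) at 500 μg/kg, a log2 fold change of 1.00 (SE 0.24, adjusted p = 0.159), and all 3 TCDD arrays were above all controls. Adjusted over the list alone its p was 0.0022. The lower dose changed it by 0.06 (adjusted p = 0.990). The printed ProbeSet that lies furthest from exon 13 in the order of the annotation was the only one of the 19 that did not pass over the list, with a change of 0.28 (SE 0.26, adjusted p = 0.698) at 500 μg/kg.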

**Fig 5:**
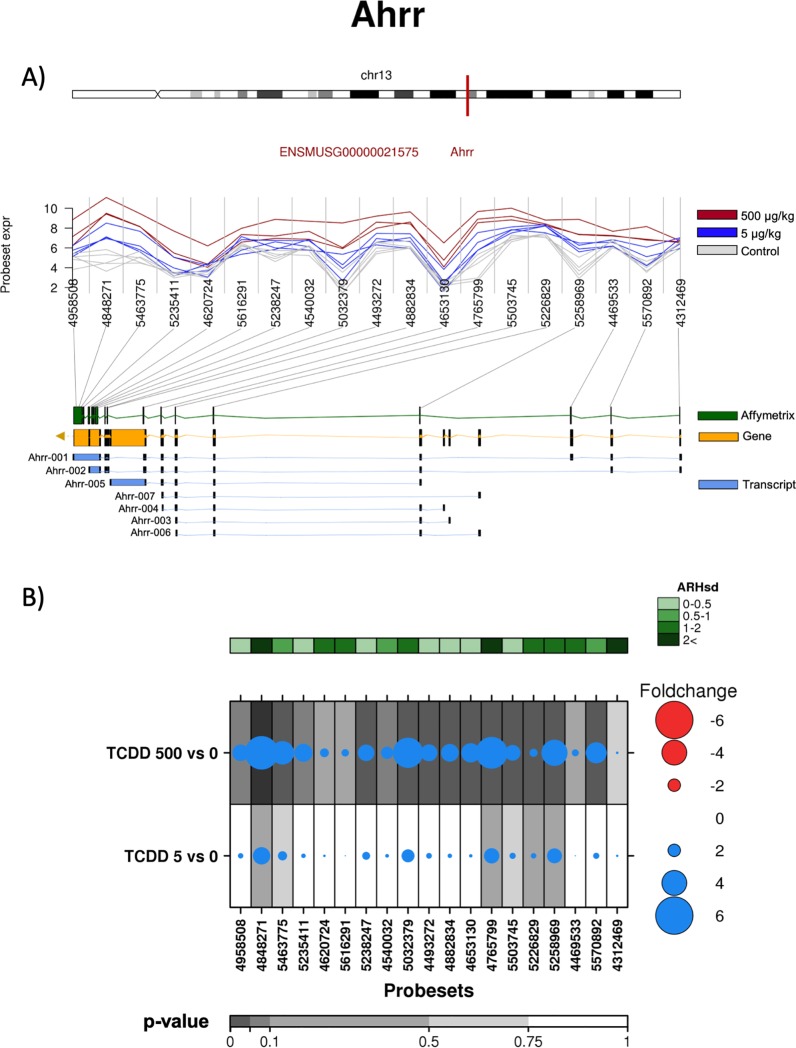
Analysis of the effect of TCDD on exonic abundances of *Ahrr*. A) Localization and normalized abundances of ProbeSets targeting distinct exons within the *Ahrr* gene. Upper panel: chromosome 13 structure and *Ahrr* localization (red line). Middle panel: Log_2_ of the intensities for each of the probes targeting regions within this gene, control (gray lines), low dose TCDD 5 μg/kg (fuchsia lines) and high dose TCDD 500 μg/kg (brown lines). Bottom panel: Comparative structure of known *Ahrr* isoforms. Gene reference, including direction of the transcription (yellow), transcripts as reported by Ensembl (blue) and Affymetrix microarray ProbeSets (green). B) RNA abundance of each ProbeSet was contrasted between TCDD treated mouse liver (5 or 500 μg/kg separately) and controls. Dotmap shows the differential abundances for each ProbeSet for each group; such that red dots show reduced abundance following TCDD exposure, while blue shows increased abundance. Dot size represents the magnitude of change. Background shading indicates significant of change, as quantified by the bottom gray bar (FDR adjusted p-value). Top green covariate bar represents the ARH value (with darker shading indicating higher intensity).

This transcript does not correspond to any reported splice variant, so may represent a novel isoform, or a complex combination of isoforms. The RT-qPCR verifies that after TCDD treatment the abundance of exon 3 is indeed lower than that of exons 6 and 13 (Fig 4B).

In addition to known AHR-core genes, ARH detected significant differential splicing of 29 other genes. Of these, *Serpine1* and *Kirrel3* demonstrated the highest ARH index. 

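Apart from the genes known to be regulated by AhR, 18 genes had an ARH of at least 0.5 at 500 μg/kg. Of these, 8 are in Fig 2, among them Kirrel3, Ecel1, Nptx1, Meig1, Fabp12, Foxb2 and Actn1. The ARH was 1.21 for Ecel1, 1.04 for Nptx1, 0.876 for Fabp12 and 0.719 for Foxb2. Foxb2 fell to 0.396 without replicate 3 of 500 μg/kg. Of 6 other alternatives, Foxb2 was under 0.5 in 4, down to 0.00812. Its ProbeSet of largest deviation was at 2.42 in corn oil, near the background. Nptx1 was under 0.5 in 2 of the 6, and Ecel1 and Fabp12 were so in 1 each. Fabp12 had an ARH of 0.612 at 5 μg/kg, which fell to 0.473 without replicate 2 of that group. Among the other 10 genes were Smcp, Vgll1, Aym1, Mpped1, Acot3, Rab36, Ppp1r42, Rab27b and Nyap2, with Smcp the highest and Nyap2 the lowest at 0.504. Rab36, Ppp1r42, Rab27b and Nyap2 were named after their values were seen.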

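Over all genes tested, Kirrel3 ranked 3 with an ARH of 1.46 (1.34 to 1.59 with 1 array left out), after Cyp1a1 at rank 2 and before Smcp at rank 4. Kirrel3 ranked 2 at 5 μg/kg with 1.44.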

The *Serpine1* gene encodes for plasminogen activator inhibitor 1. It contains 9 exons, and two transcripts for this gene have been reported, Serpine1-001 and Serpine1-201 (Fig 6A).

**Fig 6:**
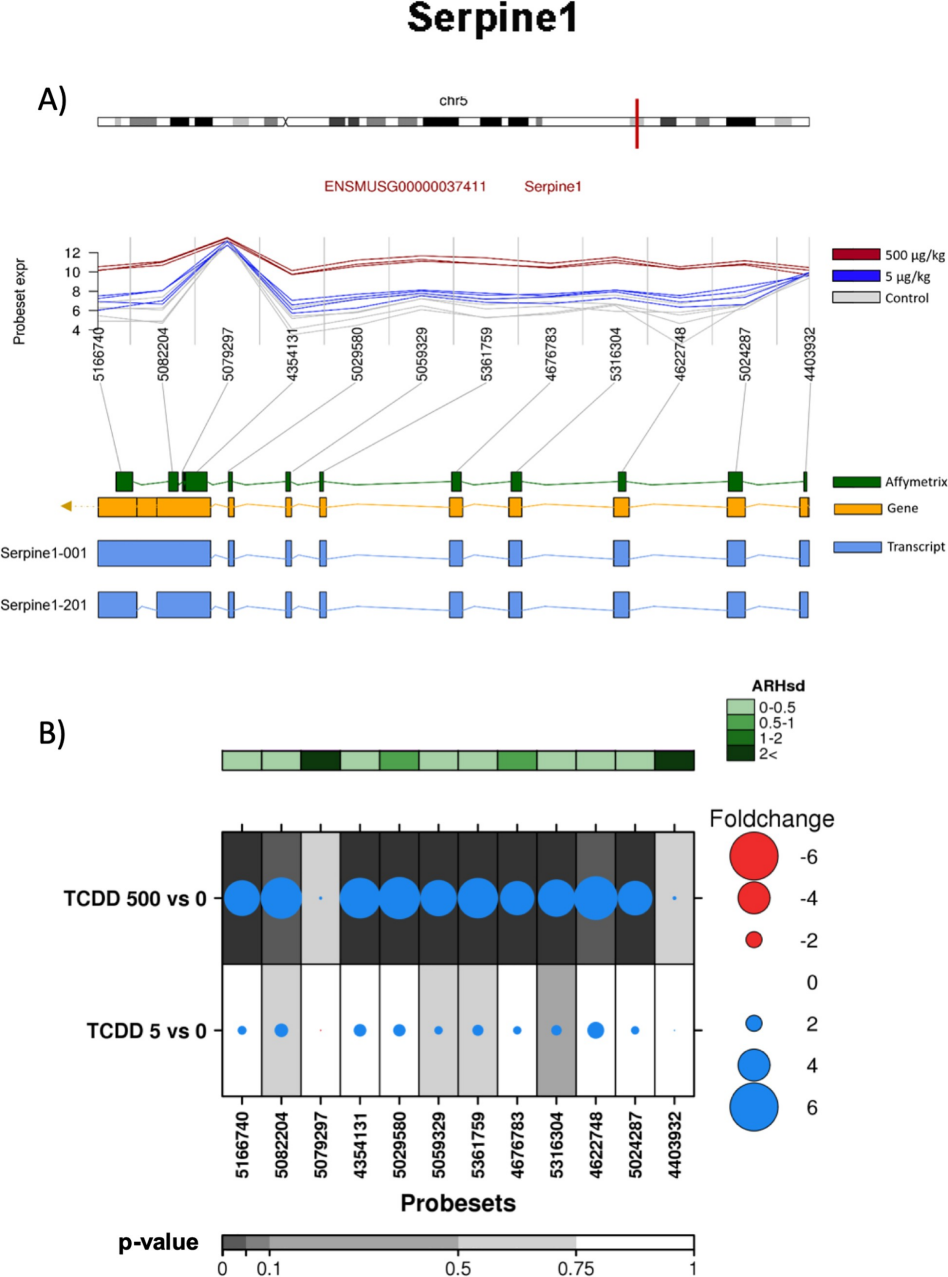
Analysis of the effect of TCDD on exonic abundances of *Serpine 1*. A) Localization and normalized abundances of ProbeSets targeting distinct exons within the *Serpine 1* gene. Upper panel: chromosome 5 structure and *Serpine 1* localization (red line). Middle panel: Log_2_ of the intensities for each of the probes targeting regions within this gene, control (gray lines), low dose TCDD 5 μg/kg (fuchsia lines) and high dose TCDD 500 μg/kg (brown lines). Bottom panel: Comparative structure of known *Serpine 1* isoforms. Gene reference, including direction of the transcription (yellow), transcripts as reported by Ensembl (blue) and Affymetrix microarray ProbeSets (green). B) RNA abundance of each ProbeSet was contrasted between TCDD treated mouse liver (5 or 500 μg/kg separately) and controls. Dotmap shows the differential abundances for each ProbeSet for each group; such that red dots show reduced abundance following TCDD exposure, while blue shows increased abundance. Dot size represents the magnitude of change. Background shading indicates significant of change, as quantified by the bottom gray bar (FDR adjusted p-value). Top green covariate bar represents the ARH value (with darker shading indicating higher intensity).

The splice variant corresponds to a cassette-exon 9 skipping. Exon array analysis indicates that TCDD treatment increased abundance of all ProbeSets, excluding the 4403932 ProbeSet located at exon 1 and the 5079297 ProbeSet at exon 9 (Fig 6B). Results from qRT-PCR validation demonstrated that TCDD increased the abundance of all exons tested, including exons 1, 2 and 9. The latter was determined by the use of three different ProbeSets. With respect to the magnitude of their induction, no significant differences were observed between the exons analyzed (Fig 4C).

*Kirrel3* represents the most complex gene on which we focused. The protein encoded by the *Kirrel3* gene is Kirrel-like nephrin family adhesion molecule 3. It contains 19 exons, and 9 different splice variants have been identified (Fig 7A).

**Fig 7:**
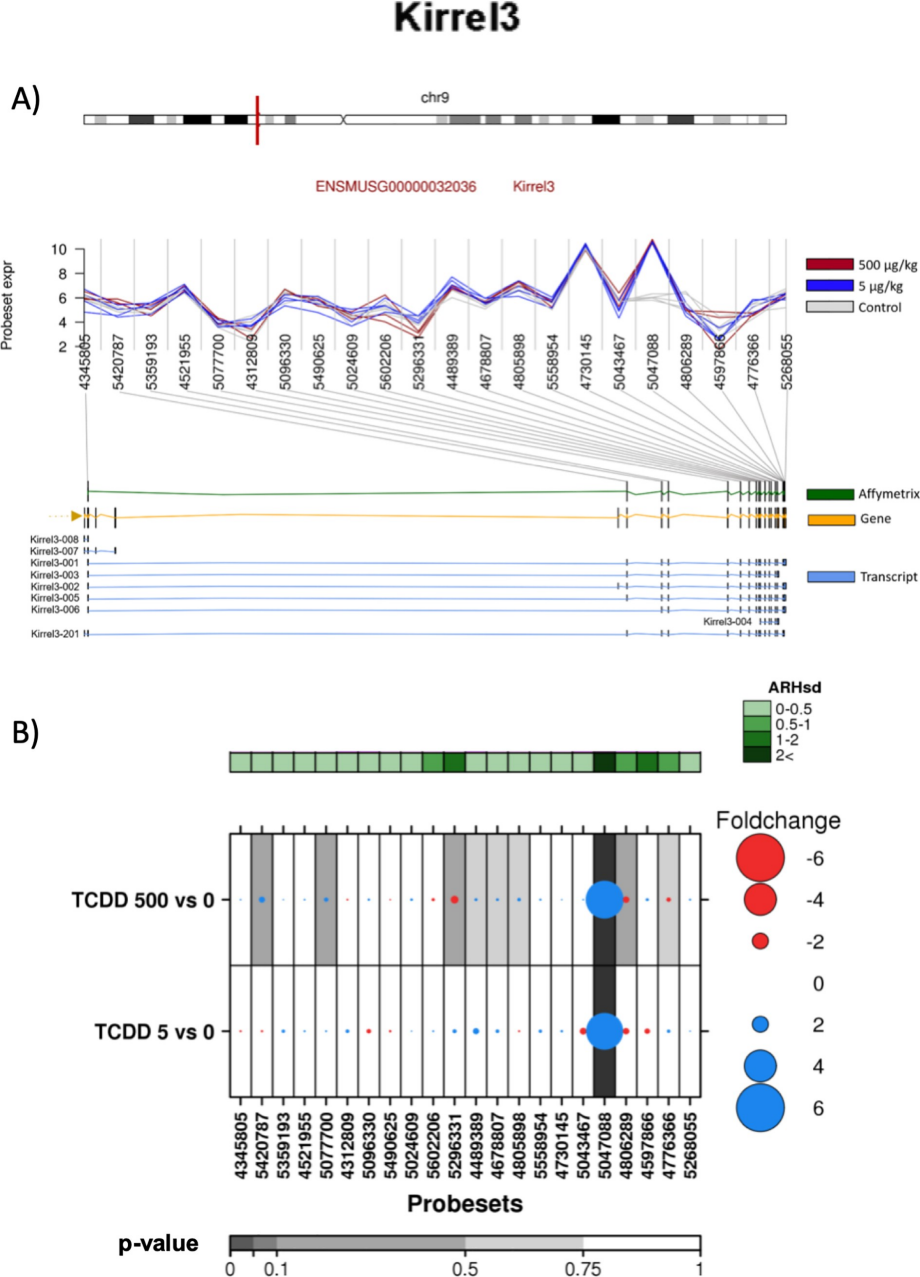
Analysis of the effect of TCDD on exonic abundances of *Kirrel3*. A) Localization and normalized abundances of ProbeSets targeting distinct exons within the *Kirrel3* gene. Upper panel: chromosome 9 structure and *Kirrel3* localization (red line). Middle panel: Log_2_ of the intensities for each of the probes targeting regions within this gene, control (gray lines), low dose TCDD 5 μg/kg (fuchsia lines) and high dose TCDD 500 μg/kg (brown lines). Bottom panel: Comparative structure of known *Kirrel3* isoforms. Gene reference, including direction of the transcription (yellow), transcripts as reported by Ensembl (blue) and Affymetrix microarray ProbeSets (green). B) RNA abundance of each ProbeSet was contrasted between TCDD treated mouse liver (5 or 500 μg/kg separately) and controls. Dotmap shows the differential abundances for each ProbeSet for each group; such that red dots show reduced abundance following TCDD exposure, while blue shows increased abundance. Dot size represents the magnitude of change. Background shading indicates significant of change, as quantified by the bottom gray bar (FDR adjusted p-value). Top green covariate bar represents the ARH value (with darker shading indicating higher intensity).

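Kirrel3 lies on chromosome 9 of GRCm38.p6 and has 23 core ProbeSets. ProbeSet 5047088, named 19b in Fig 4, measured 6.05 ± 0.19 (SD, n = 5) in corn oil, 10.58 ± 0.04 (SD, n = 4) at 5 μg/kg and 10.67 ± 0.20 (SD, n = 3) at 500 μg/kg. Its log2 fold change was 4.62 (SE 0.16, limma adjusted p = 4.22e-08, higher in 3 of 3 arrays) at 500 μg/kg and 4.53 (SE 0.15, adjusted p = 1.65e-08, higher in 4 of 4) at 5 μg/kg. Among the other 22 core ProbeSets, log2 fold changes at 500 μg/kg ran from −0.85 to 0.64, 15 higher and 7 lower, with a smallest adjusted p of 0.256. The same 22 changed at 5 μg/kg by values that ran from −0.78 to 0.65, with a smallest adjusted p of 0.829. When adjusted over the list alone of the ProbeSets printed in the figures, 3 ProbeSets of Kirrel3 passed at 500 μg/kg, 2 of them higher, and that list was chosen by the study on these arrays.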

Exon array data indicated that TCDD treatment only induced the abundance of the 5047088 ProbeSet located at exon 19. In contrast, ProbeSets 4806289 and 5043467, located in the same exon adjacent to 5047088 ProbeSet, did not exhibit any change after TCDD treatment (Fig 7B), suggesting that dioxin treatment induced the alternative splicing of exon 19. However, the RT-qPCR analysis indicated that TCDD treatment resulted in a decrease in the abundance of all three regions located on exon 19, without differences between them (Fig 4D).

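Within arrays, ProbeSet 5047088 minus 5043467 was 0.31 ± 0.21 (SD, n = 5) in corn oil, 5.58 ± 0.61 (SD, n = 4) at 5 μg/kg and 4.84 ± 0.73 (SD, n = 3) at 500 μg/kg. The shift was 4.53 (SE 0.47, limma adjusted p = 1.89e-10) at 500 μg/kg and 5.27 (SE 0.43, adjusted p = 1.20e-12) at 5 μg/kg, and every TCDD array lay above every control array. Against 4806289 the shift was 5.31 (SE 0.46) at 500 μg/kg and 5.22 (SE 0.42) at 5 μg/kg. ProbeSet 5043467 itself changed by 0.09 (SE 0.30, adjusted p = 0.922) and 4806289 by −0.69 (SE 0.35, adjusted p = 0.488) at 500 μg/kg, with overlapping groups in both. The levels of 4806289 at both doses and of 5043467 at 5 μg/kg were below the median of all ProbeSets, 5.408, so that the shifts that rest on them are lower limits. The ProbeSets of every other evidence level were read as well. Of the 158 ProbeSets of Kirrel3 other than 5047088, limma called 0 at 500 μg/kg, and an unadjusted p under 0.05 was found in 3 of the 22 core and 7 of the 136 remaining ProbeSets. A signal of another induced transcript at 5047088 could not be excluded, as probe sequences were not used here.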

Finally, the effect of TCDD on *α-Actn1* alternative splicing was evaluated. *α-Actn1* gene encodes for alpha actinin 1, and contains 22 exons and has 7 identified splicing variants (Fig 8A).

**Fig 8:**
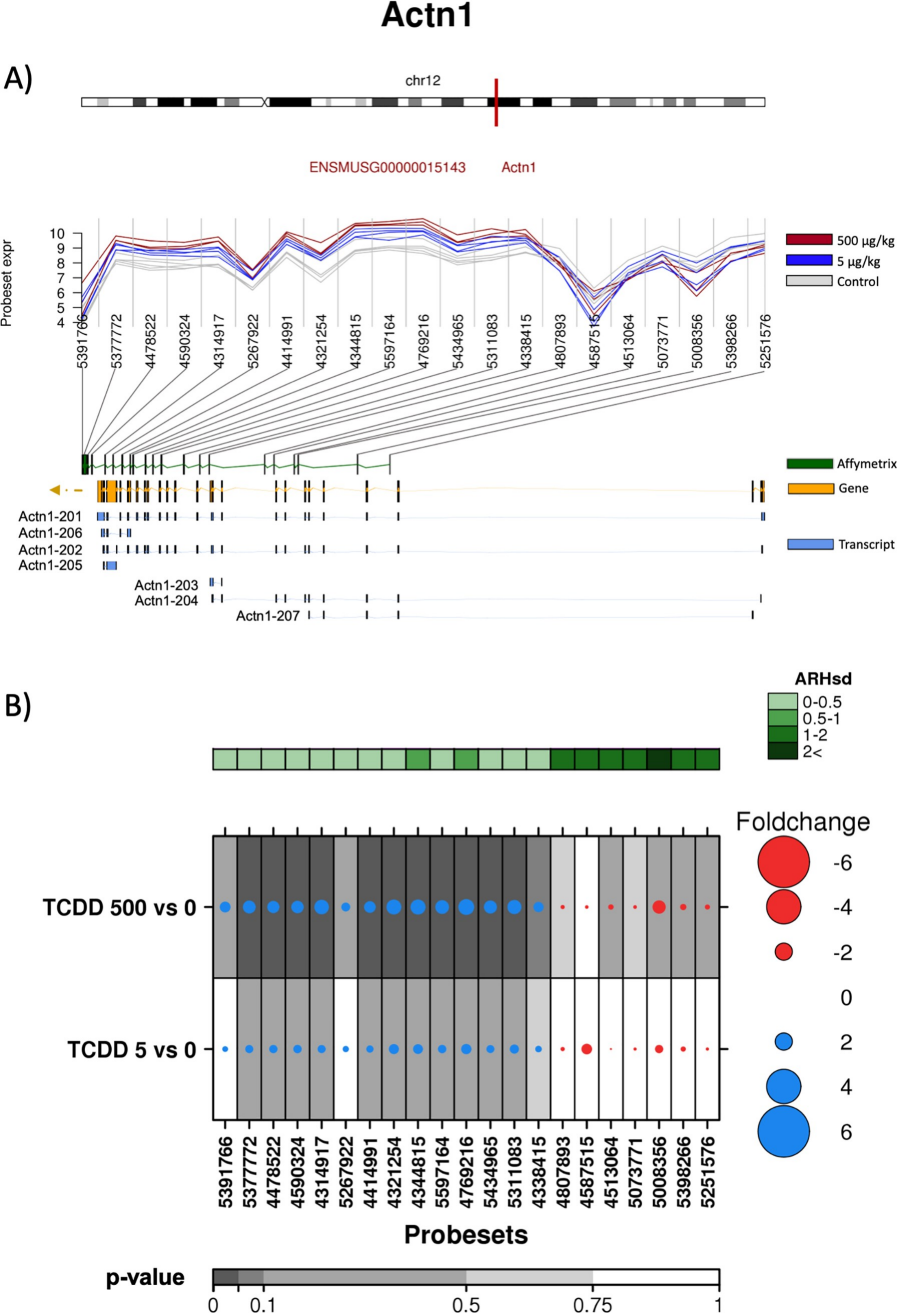
Analysis of the effect of TCDD on exonic abundances of *Actn1*. A) Localization and normalized abundances of ProbeSets targeting distinct exons within the *Actn1* gene. Upper panel: chromosome 12 structure and *Actn1* localization (red line). Middle panel: Log_2_ of the intensities for each of the probes targeting regions within this gene, control (gray lines), low dose TCDD 5 μg/kg (fuchsia lines) and high dose TCDD 500 μg/kg (brown lines). Bottom panel: Comparative structure of known *Actn1* isoforms. Gene reference, including direction of the transcription (yellow), transcripts as reported by Ensembl (blue) and Affymetrix microarray ProbeSets (green). B) RNA abundance of each ProbeSet was contrasted between TCDD treated mouse liver (5 or 500 μg/kg separately) and controls. Dotmap shows the differential abundances for each ProbeSet for each group; such that red dots show reduced abundance following TCDD exposure, while blue shows increased abundance. Dot size represents the magnitude of change. Background shading indicates significant of change, as quantified by the bottom gray bar (FDR adjusted p-value). Top green covariate bar represents the ARH value (with darker shading indicating higher intensity).

The exon array data suggested that TCDD induced the abundance of a *α-Actn1* variant constituted predominantly by the region encompassing exons 11 to 20 (Fig 8B). These results were supported by RT-qPCR, which indicated a 6-fold induction of exon 14 upon TCDD exposure, while no effect was observed on exon 5 (Fig 4E).

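Actn1 lies on chromosome 12 of GRCm38.p6, and its 23 core ProbeSets fell into a pair of stretches at 500 μg/kg. The 14 ProbeSets nearest the 3′ end rose by 0.91 to 1.72 log2 units (median 1.38), and limma called 11 of them, with a smallest adjusted p of 0.00444. The 9 nearest the 5′ end fell, with changes from −1.42 to −0.30 (median −0.39) and a smallest adjusted p of 0.279. At 5 μg/kg the same 14 rose by 0.54 to 1.08 (smallest adjusted p = 0.143) and the same 9 changed by −1.12 to −0.11 (smallest adjusted p = 0.894). The smallest adjusted p between the doses was 0.981 in both stretches. When adjusted over the list alone of the ProbeSets printed in the figures, 14 passed at each dose, 13 of them higher, although the study chose that list on these arrays. The ARH was 0.714 at 500 μg/kg and 0.211 at 5 μg/kg. Without the quartile ratio, the value at 500 μg/kg was 0.206.

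**Figure D2:**
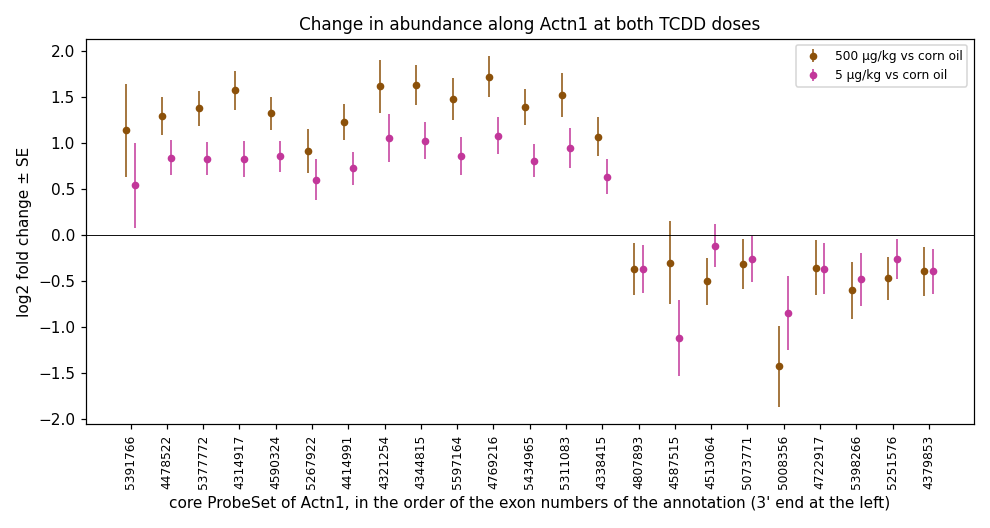
Log2 fold change against corn oil (vertical axis, ± SE from limma) of the 23 core ProbeSets of Actn1 in the order of their exons, with the 3′ end at the left, at 500 μg/kg (brown) and 5 μg/kg (fuchsia). The 14 ProbeSets at the left lie above 0 and the 9 at the right below 0 at both doses.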

## Discussion

Exposure to TCDD results in a wide range of deleterious effects on human health by altering cell processes, such as the cell cycle and differentiation [32], among many others. To date, it has not been shown whether toxicants like TCDD can alter splice site selection and lead to changes in transcript variant abundances. In the current study, the effect of TCDD on alternative splicing was evaluated through the use of exon arrays. 

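For Cyp1a1, Ahrr, Kirrel3 and Actn1, the ProbeSets named in Fig 4 were compared within each array as 6 differences between a pair of ProbeSets, each at both doses. Those of Kirrel3 lie within exon 19 and are not differences between exons. By RT-qPCR, the paper found no difference between these regions of exon 19. The adjustment ran over a family of 18 tests. Of the 12 tests of these genes, all 12 had a limma adjusted p under 0.05, up to 4.98e-04. In the exact permutation test of the same differences (two-sided), all 12 passed after adjustment. Each had the smallest p that the design allows, 0.0179 at 500 μg/kg and 0.00794 at 5 μg/kg (adjusted p = 0.0214). The study chose these ProbeSets on the same arrays, so the tests describe the differences and are not independent evidence for them. The differences were not tested between the doses. All group means were above the median of all ProbeSets, 5.408, for Actn1 alone, and the others are differences of array signal that rest in part on levels near the background.

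**Figure D3:**
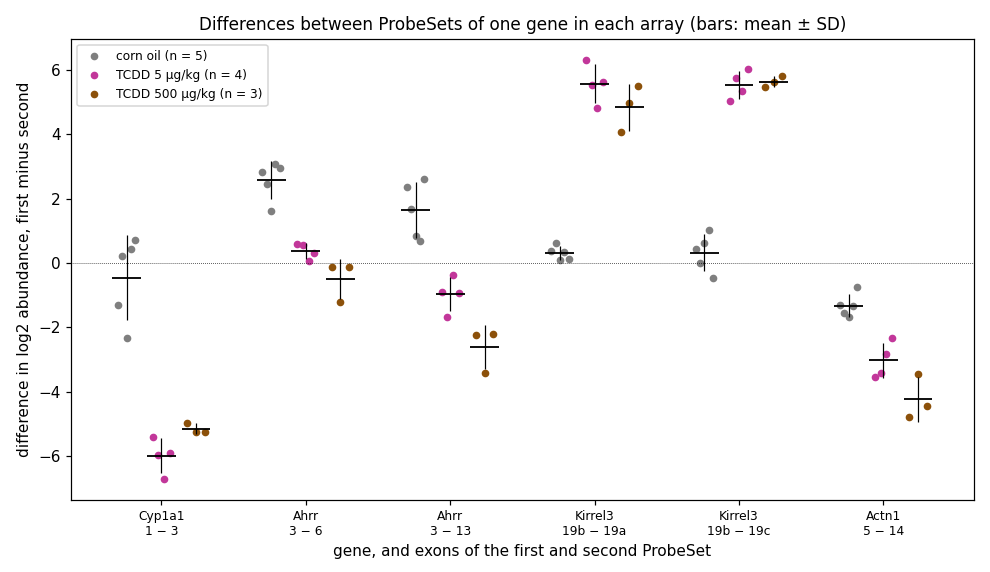
Difference in log2 abundance between a pair of ProbeSets of one gene (vertical axis), with 1 point per array for corn oil (gray), TCDD 5 μg/kg (fuchsia) and TCDD 500 μg/kg (brown) and bars for mean ± SD. At 500 μg/kg, all 3 points lie on one side of the 5 control points in each of the 6 differences.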

ARH analysis of the exon arrays indicated that the alternative splicing of several liver mouse transcripts was modified by dioxin exposure (Fig 2). Several genes that are transcriptionally regulated by the AhR in response to TCDD exposure were determined to have altered splicing. Two of these (*Cyp1a1* and *Ahrr*), were selected for validation using RT-qPCR. In humans, several CYP1A1 splice variants have been identified, some with functional effects. A variant with deletion of exon 6 has been identified in the human brain, but not in the liver, and it is unable to bioactivate PAHs [33]. In contrast, a CYP1A1 splice variant formed via excision of an 84-bp intron within exon 2 is enzymatically active and is localized exclusively in the nucleus and mitochondria [34]. In mice, a variant that affects the functionality and/or localization of the protein has not yet been reported. 

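Exon 1 of Cyp1a1 was 0.89 log2 units higher at 500 μg/kg than at 5 μg/kg (limma adjusted p = 0.981). For the other 7 ProbeSets the difference between the doses ran from −0.03 to 0.06, with a smallest adjusted p of 0.989. Levels of these 7 at 500 μg/kg ranged from 12.19 to 14.11. Against corn oil, the rise at 500 μg/kg was at least 19.0-fold for exon 1 and at least 492-fold for exon 3. Both are taken as lower limits, since their corn oil levels, 4.60 and 5.06, were below the array medians of 5.42 to 5.51.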

The present data indicates that TCDD promotes the abundance of transcript Cyp1a1-201, but it also induces the abundance of the 5’ UTR variant (Cyp1a1-202). Both transcript variants generate the same protein; therefore CYP1A1 enzyme function should remain the same.

Regarding *Ahrr*, it has been reported a human splice variant resulting in modifications of AHRR functions. This variant, not yet included in NCBI database, has been identified as the active form of this protein and lacks exon 8. It is present several tissues, including human liver, lung, heart, spleen, kidney and brain [35]. No report has indicated that any of mouse splice variants result in modifications of *Ahrr* functions. Based on the exon array analysis and the RT-qPCR data indicates that after TCDD treated samples have lower abundance of exon 3 than that of exons 6 and 13, suggesting a novel *Ahrr* splice variant. 

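Within arrays, exon 3 of Ahrr minus exon 6 was 2.59 ± 0.59 (SD, n = 5) in corn oil, 0.38 ± 0.25 (SD, n = 4) at 5 μg/kg and −0.49 ± 0.62 (SD, n = 3) at 500 μg/kg. The shift against corn oil was −3.08 (SE 0.47, limma adjusted p = 3.54e-07) at 500 μg/kg and −2.21 (SE 0.43, adjusted p = 1.72e-05) at 5 μg/kg. For exon 3 minus exon 13, the shifts were −4.25 (SE 0.51, adjusted p = 3.20e-09) and −2.61 (SE 0.47, adjusted p = 5.42e-06). All TCDD arrays of either dose lay below all control arrays in both differences. Exons 6 and 13 were below the median of all ProbeSets in corn oil, so that the sizes of these shifts are lower limits. ProbeSets with one exon number in the annotation differed as well at 500 μg/kg. Another ProbeSet with the number of 5258969 (exon 6) rose by 1.19, against at least 4.08. Others with the number of 4848271 (exon 13) rose by at least 2.53, 2.76 and 3.63, against at least 5.25. The shifts thus belong to the named ProbeSets and need not hold for whole exons.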

The functional consequences of this variant require future investigation.

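ProbeSet 5597164 in exon 14 of Actn1 rose from 9.16 ± 0.34 (SD, n = 5) to 10.64 ± 0.13 (SD, n = 3) at 500 μg/kg, a log2 fold change of 1.48 (SE 0.23, limma adjusted p = 0.0180, higher in 3 of 3 arrays). The adjusted p ran from 0.00279 to 0.0954 over 21 alternatives and passed the threshold in all but 7 of them, which were those without replicate 1, 2 or 3 of corn oil, those without replicate 1, 2 or 3 of 500 μg/kg, and the one with every evidence level, chosen after seeing the data. ProbeSet 5008356 in exon 5 measured 7.84 ± 0.41 and 6.41 ± 0.83, a change of −1.42 (SE 0.44, adjusted p = 0.279). It fell most of the 9 ProbeSets nearest the 5′ end, whose median change was −0.39, so differences with it exceed those typical of the stretch. Exon 5 minus exon 14 within arrays was −1.32 ± 0.36 (SD, n = 5) in corn oil, −3.02 ± 0.55 (SD, n = 4) at 5 μg/kg and −4.23 ± 0.70 (SD, n = 3) at 500 μg/kg. The shifts were −2.90 (SE 0.47, adjusted p = 9.77e-07) at 500 μg/kg and −1.70 (SE 0.43, adjusted p = 4.98e-04) at 5 μg/kg, with every TCDD array below every control array.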

According to the exon array analysis, TCDD treatment also modifies *α-Actn1* alternative splicing, favoring production of a variant lacking the first 8 exons. This observation was partially confirmed by RT-qPCR, which showed that TCDD induces exon 14 abundance 6-fold compared to untreated samples, while no effect was observed for exon 5.

α-Actinin1 is coded by α-*Actn1* gene. Through its ability to interact with actin filaments, α-Actinin1 plays an important role in the regulation of intracellular infrastructure, and therefore in cell adhesion, cytokinesis and cell migration [36]. Calcium binding to the EF-hand domain reduces its affinity for actin filaments. Splicing at the EF-hand domain results in 2 splice variants. Inclusion of exon 19a, but not 19b leads to expression of the non-muscle α-Actinin1 with an active EF-hand domain. In contrast, when exon 19b, but not 19a is included, the calcium-insensitive smooth muscle isoform is expressed [37], which has been associated with cancer cells [38] [39]. As indicated above, TCDD promotes the expression of an α-Actinin1 variant without exon 5, which is located at the *N*-terminal actin binding-domain region [40]. Recently, it has been reported that mutations in the actin-binding domain of α-Actinin1 increase its association with actin [41]. Therefore, the TCDD-induced splice variant might have altered α-Actinin1-actin interactions.

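The ARH of Kirrel3 rested on a single ProbeSet of its 23. Without ProbeSet 5047088 it was 0.0329 at 500 μg/kg and 0.0339 at 5 μg/kg. With the ProbeSets of every evidence level, an alternative chosen after seeing the data, it was 0.461 and 0.466, under the threshold of 0.5.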

ARH analysis also predicted that TCDD treatment increased the abundance of exon 19 splice variants of *Kirrel3*. However, validation was not consistent with this result. Moreover, RT-qPCR assays indicated that TCDD treatment resulted in a decrease in exon 19 abundance relative to control samples. Although no splicing event was detected, clearly TCDD treatment altered *Kirrel3* abundance. Kirrel3, also known as Neph2, is localized in the pre- and post-synapse in the hippocampus. In particular, Kirrel3 regulates the output specificity of hippocampal DG axons [42], and disruption of its locus has been associated with neurodevelopmental disorders [43]. *Kirrel3* null mice present a reduction in mossy fibers filipodia formation in the hippocampus, resulting in the hyperexcitability of CA3 neurons [44]. Furthermore, a previous study showed that TCDD decreased the side of the pyramidal mossy fiber field of the hippocampus [45]. Therefore, our current results suggest that the effect of TCDD on the mossy fiber field of the hippocampus is through decreasing *Kirrel3* abundance.

Validation of *Serpine1* by qRT-PCR did not show a splicing event as the ARH analysis predicted. However, TCDD treatment induced the expression of exons 1, 2 and 9 more than 50-fold when compared to nontreated samples. The *Serpine1* gene encodes the plasminogen activator inhibitor type I (PAI-1), which inhibits the activation of plasminogen into plasmin, and therefore the proteolysis of proteins in connective tissue, basement membranes and blood clots. The present data suggest that TCDD, through the induction of *Serpine1*, might alter mechanisms involved in tissue remodeling, contributing to the development of several pathologic processes, such as metastasis and intravascular thrombosis [46] [47].

Finally, although the ARH method correctly predicted the alternative splicing of some pre-mRNAs, the analysis also resulted in false positive data as with *Kirrel3* and *Serpine1*, pointing out the need for the improvement of the prediction methods used to evaluate alternative splicing when exon arrays are used. RNA sequencing is also used for the identification of alternative splicing. Both methods have advantages and disadvantages. Nazrev and collaborators in a comparative analysis conclude that combining the use of both platforms for the identification of alternative splicing will be more reliable [48].

In conclusion, this study demonstrated that TCDD exposure leads to modify the alternative splicing of several transcripts. The mechanism of these effects is still unknown and will require future investigation focused on the effects of TCDD on spliceosome assembly, on the recognition of alternative exons, and/or on the levels of splicing factors. Additionally, more studies will be necessary to elucidate whether the AhR plays a role in these splicing changes.

How the deposited data were processed for this re-analysis (not part of the article)

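Affymetrix Mouse Exon 1.0 ST arrays of mouse liver RNA, 1 per mouse, were analysed for 5 mice given corn oil, 4 given TCDD 5 μg/kg and 3 given TCDD 500 μg/kg, 19 h after gavage. The groups are those of the array labels. The authors read the raw arrays with the oligo package and normalized them with RMA, which gives 1 log2 value per ProbeSet and array. These values, for 667370 ProbeSets, were used as they stand. The values of the arrays ran from 0.414 to 15.4, and the medians of the arrays differed by at most 0.0864. The raw arrays and the probe sequences were not used here, so that the background correction, the summary of probes and hybridization to related genes were not examined. Arrays give no counts, and their number limits the precision. A level below the median of all ProbeSets, 5.408, was taken as near the background, a limit set after the values were seen. A log2 change from or to such a level is a lower limit, and tests, ARH and differences between ProbeSets used the values as they stand.

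The methods restrict the tests to core ProbeSets, and the 205679 ProbeSets marked core were used throughout. The plan for the tests, written before the data were examined, did not settle this: its test named an adjustment over all ProbeSets in the table, while its reasons named all ProbeSets only in case core ProbeSets were not marked. They are marked, and core was used. Counts over ProbeSets of every evidence level were computed as an alternative, with 390 ProbeSets at 500 μg/kg, 111 at 5 μg/kg and 2 between the doses. Gene symbols, evidence levels and the order of exons came from the annotation deposited with the values, whose genome build is not stated there. Chromosomes came from the RefSeq genes of GRCm38.p6, matched by symbol for 51 of 51 named genes.

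Differential abundance was tested in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes), with group as the only term and all 12 arrays in one fit. The contrasts were each dose against corn oil and the doses against each other, all two-sided, with Benjamini-Hochberg adjustment over the core ProbeSets and an adjusted p threshold of 0.05. The doses share the same controls, so that their contrasts with corn oil are not independent. For the 82 core ProbeSets printed in the figures, p was also adjusted over the list alone. Differences between a pair of ProbeSets of one gene were taken within each array and tested with limma over the 9 pairs together, with adjustment over the 18 tests. With 9 pairs, the empirical Bayes estimate rests on few values, and an exact permutation test (two-sided) of the same differences was run beside it. The smallest p it can give is 0.0179 at 500 μg/kg (56 splits) and 0.00794 at 5 μg/kg (126 splits).

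The paper's text names ARH and its threshold but prints no formula. It was computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. For a gene of m core ProbeSets, the splicing deviation of a ProbeSet is the absolute difference between its log2 fold change (from group means) and the median over the gene. The share of a ProbeSet is its linear deviation over the sum of linear deviations. ARH is the ratio of the upper to the lower quartile of linear fold changes, multiplied by the difference between log2 m and the entropy of the shares. Genes needed at least 2 core ProbeSets. The ARH of the genes in Fig 2 was tested by exact permutation (one-sided), with adjustment over 72 tests. The genes of Fig 2 and the pairs of ProbeSets were chosen by the study on these arrays, so that their p values are not independent evidence.

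The ProbeSets and genes named are those of the figures and their legends, at most 2 ProbeSets with the largest measured rise and 2 with the largest measured fall at 500 μg/kg among those past the threshold without overlap between the groups, and the 5 genes of highest ARH outside Fig 2. Others are marked as named after their values were seen. Some genes that were tested with the others are not reported here.

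Both procedures were tested on simulated data with the group sizes of the labels. Noise was drawn independently for each ProbeSet, with its estimated SD within groups taken as the true SD. With 200 of 205679 ProbeSets changed by 3 log2 units, limma called 181 at 3 arrays against 5 and 192 at 4 against 5, with 14 and 13 unchanged ProbeSets called. With 1 ProbeSet changed by 4 log2 units in each of 200 genes, ARH reached the threshold in 198, and in 21 unchanged genes. The changed genes were drawn only from genes with many ProbeSets.

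The alternatives were only the compared groups in the fit, an intensity trend, array weights, a pair of filters on dim ProbeSets, the array median or 75th percentile subtracted, a replicate block, a fold change threshold, an exact permutation test, and each array left out in turn. For ARH they were the arithmetic mean or the median of each group, no dim ProbeSets, no quartile ratio, no ProbeSet of largest deviation, and each array left out. Every evidence level, transcript clusters, genes of at least 3 ProbeSets and printed ProbeSets only were chosen after seeing the data. RT-qPCR data were not analysed here.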

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

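The tests of overall array signal and of a transcript start in Actn1 were chosen only after the result was seen, as was the test of other splits for ARH from group means.

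Single arrays far from the rest of their group. For 18 named ProbeSets, the 36 groups of 4 or 5 arrays were searched for an array far from the others, and 6 had one where chance gives about 1.8. Corn oil replicate 2 had 5.42 at a Cyp1a1 ProbeSet outside exons 1 and 3 where the other controls had 6.46 to 6.86. TCDD 5 μg/kg replicate 2 had 8.51 at Ahrr ProbeSet 4848271 (others 6.95 to 7.13). Replicate 1 of that group had 4.50 at E2f8 ProbeSet 4954796 (others 6.13 to 6.32). Its replicate 3 had 4.10 at Serpina7 ProbeSet 5238536 (others 6.48 to 6.66). These 4 gaps were each above 1 log2 unit, while the array medians of the normalized values differed by 0.0864 at most. RMA brings the arrays to one distribution, so that near-equal medians were given in advance. A difference in raw array signal or quality was therefore not tested. The remaining pair of gaps was small: 14.02 against 13.92 to 13.93 at Cyp1a1 ProbeSet 5421133 in TCDD 5 μg/kg replicate 4, and 5.91 against 5.67 to 5.72 at Kirrel3 ProbeSet 5043467 in corn oil replicate 5. No explanation was tested for this pair, and no biological explanation is reported for the 6 arrays.

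ProbeSets outside the core level. The full ProbeSet 5127939 of Actn1 rose by at least 2.97 log2 units, from 4.84 in corn oil, at 500 μg/kg (SE 0.34, limma adjusted p = 0.0042 over every evidence level, higher in 3 of 3 arrays) and by 2.14 at 5 μg/kg (adjusted p = 0.0624), with a difference of 0.83 between the doses (adjusted p = 0.989). The next largest rise among the 53 ProbeSets of Actn1 outside the core level was 1.26. In the order of the annotation it lies where the core ProbeSets pass from rising to falling, and is the only one of the 53 in that gap, a share of 0.0189. A candidate explanation is a transcript that starts near this ProbeSet, which was looked for after the step in Actn1 was seen. Cross-hybridization of this ProbeSet was not tested.

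In Cyp1a1, the extended ProbeSets 4359962 and 5551416 rose by at least 8.53 (adjusted p = 3.00e-08) and 7.36 (adjusted p = 7.89e-05) at 500 μg/kg, and by at least 8.44 and 7.22 at 5 μg/kg, from corn oil levels of 3.44 and 4.03. The annotation places 5551416 in another transcript cluster. The extended ProbeSet 4849366 rose by 1.17 (adjusted p = 0.411). The full ProbeSet 5453282 of Ahrr rose by 1.797 (SE 0.28, adjusted p = 0.0433), from 1.54 in corn oil to 3.34, both below 5.408, so that this is not read as a fold change. At 5 μg/kg it rose by 0.40 (adjusted p = 0.979), with a difference of 1.40 between the doses (adjusted p = 0.729). All arrays of 500 μg/kg lay above all controls in 4359962, 5551416 and 5453282, and no technical explanation was tested for these 3 rises.

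Genes that the paper does not discuss. Among core ProbeSets past the threshold and without overlap between the groups, E2f8 and Serpina7 were picked for the largest measured falls at 500 μg/kg. E2f8, on chromosome 7, changed by −3.46 log2 units (limma adjusted p = 0.0139, 0.00298 to 0.0983 over 20 alternatives). It was past the threshold except without replicate 1 or 3 of 500 μg/kg. Serpina7, on chromosome X, changed by −3.20 (limma adjusted p = 0.0282, 7.54e-04 to 0.168) and was past the threshold in all but 9 alternatives. These were the fits without corn oil replicate 1, 2, 3 or 5, those without any single array of 500 μg/kg, the replicate block and every evidence level. E2f8 changed at 5 μg/kg by −1.47 (adjusted p = 0.793) and Serpina7 by −2.18 (adjusted p = 0.321), and the test between the doses gave an adjusted p of 0.923 and 0.981. Their levels at 500 μg/kg, 3.79 and 4.95, were below the median of all ProbeSets, 5.408, so that both falls are at least of this size and do not rank the genes. All 3 arrays of 500 μg/kg lay on one side of all controls at these ProbeSets of E2f8 and Serpina7. The dose is the biological explanation that the design gives. A chance split of the arrays was argued against for the count of ProbeSets as a whole, since 1 of 56 splits, the real one, gave a count as large. Technical explanations for these single genes were not tested.

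ARH outside Fig 2. The 5 genes of highest ARH at 500 μg/kg outside Fig 2 were Smcp on chromosome 3 with 1.45 (1.15 to 1.69 with 1 array left out), Vgll1 on chromosome X with 0.80 (0.534 to 0.986), Aym1 on chromosome 5 with 0.63 (0.335 to 0.8399), Mpped1 on chromosome 15 with 0.60 (0.495 to 0.785) and Acot3 on chromosome 12 with 0.59 (0.478 to 0.683). Aym1 fell under 0.5 without replicate 2 of 500 μg/kg at 0.335, without corn oil replicate 1 at 0.455 and without corn oil replicate 2 at 0.453, Mpped1 without corn oil replicate 4 at 0.495 and Acot3 without corn oil replicate 5 at 0.478. Each had the largest ARH of all 56 splits (exact permutation p = 0.0179, not adjusted, the smallest the design allows), but the genes were picked for a high ARH. Aym1 has 3 core ProbeSets. Of 6 other alternatives, Vgll1 and Acot3 were under 0.5 in 4, Aym1 and Mpped1 in 3 and Smcp in 2. All 5 were so without the ProbeSet of largest deviation, and all but Mpped1 without the quartile ratio. Vgll1, Mpped1 and Acot3 were so without dim ProbeSets, Acot3 with group medians, and Vgll1, Aym1 and Mpped1 with every evidence level, chosen after seeing the values. The lowest values were 0.248 for Smcp and 0 for Aym1 without the ProbeSet of largest deviation, 0.00969 for Vgll1 and 0.00114 for Mpped1 without dim ProbeSets, and 0.243 for Acot3 without the quartile ratio. The ProbeSets of largest deviation of Vgll1 and Mpped1 had levels of 2.58 and 2.13 in corn oil, near the background. Chance as the source of all 23 genes past the threshold is argued against by the splits, of which 1 of 56 reached 23 genes. The other splits gave a median of 3 genes and up to 13. In simulated data with these group sizes, 21 unchanged genes reached the threshold. That noise was drawn independently for each ProbeSet from its estimated SD, so this number need not hold for real arrays. Chance as the source of these 5 genes stays open. Whether a single ProbeSet of these genes picked up another transcript was not tested.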

How the results depend on the processing

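Every evidence level, transcript clusters, genes of at least 3 ProbeSets and printed ProbeSets only were tests chosen only after the result was seen, as was the check of pairing by replicate number. The other alternatives were set before the data were examined.

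The count of ProbeSets at 500 μg/kg, 495, was 570 with only the compared groups, 727 with ProbeSets above the median, 465 and 511 with the array median or 75th percentile subtracted, 473 with a log2 fold change of at least 1 and 390 with every evidence level. It was 1016 with an intensity trend, 2380 with array weights and 950 with the brightest ProbeSets alone, 104557 of them. Of the calls, 79.4% were higher, but 46.3% with array weights, 58.0% among the brightest and 50.9% without replicate 2 of 500 μg/kg. At 5 μg/kg, the count of 124 became 79 with only the compared groups and 210 with an intensity trend, and lay between 111 and 179 under the other settings apart from the block. Between the doses, the count of 6 became 34 with an intensity trend, 12 with array weights, 17 above the median, 25 among the brightest, 12 with the 75th percentile subtracted and 2 with every evidence level, while 5 to 9 were called with only the compared groups, the array median subtracted and the fold change threshold. The cause of these moves was not tested.

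With 1 array left out, the counts ran from 249 to 553 at 500 μg/kg, from 73 to 120 at 5 μg/kg and from 0 to 11 between the doses. Corn oil replicates 1, 2 and 3 moved the count at 500 μg/kg by over 1.5 times, to 324, 311 and 301, and replicates 1 and 3 of 500 μg/kg to 274 and 249. The count at 5 μg/kg was 74 without corn oil replicate 2 and 73 without replicate 2 of 5 μg/kg. Between the doses it was 2 without corn oil replicate 1, 11 without 4, 2 without 5, 10 without replicate 1 of 5 μg/kg and 2 without its replicate 3. limma called 0 without replicate 1 or 3 of 500 μg/kg, with 7304 and 8672 ProbeSets at an unadjusted p under 0.05. Fewer arrays were fitted in each.

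A replicate block gave 335, 59 and 0 ProbeSets (limma, with 12167 at an unadjusted p under 0.05 in the last). Residuals of arrays of the same number had correlations of 0.0104 to 0.255 across ProbeSets (median 0.0934, above 0.1 in 5 of 10 pairs), and arrays of different numbers had −0.411 to 0.363 (median −0.03, above 0.1 in 5 of 37 pairs). All pairs of the same number were thus above 0, as a factor shared by arrays of one number would give. Neither the labels nor the paper say what a replicate number shares, and the arrays were not treated as paired. Such a factor is not excluded, and the counts with the block are those that allow for it.

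The 12 tests of differences between ProbeSets of one gene kept their direction and their side of the threshold in all 192 values, but the study chose these ProbeSets on the same arrays.

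The number of genes with an ARH of at least 0.5 at 500 μg/kg, 23, was 25 with arithmetic means, 17 without dim ProbeSets, 27 with every evidence level, and 23 with genes of at least 3 ProbeSets and with transcript clusters. It was 56 with group medians, 5 without the quartile ratio and 6 without the ProbeSet of largest deviation. With 1 array left out it ran from 21 to 42, the latter without replicate 2 of 500 μg/kg. At 5 μg/kg, the number of 6 became 16 with group medians, 2 without the quartile ratio, 0 without the ProbeSet of largest deviation and 12 with every evidence level. It ran from 5 to 13 with 1 array left out, with 9 without replicate 1 of 5 μg/kg, 13 without its replicate 3 and 11 without its replicate 4. The quartile ratio and the ProbeSet of largest deviation are parts of the index itself.

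For Cyp1a1, Ahrr, Kirrel3 and Actn1, 115 of 124 values of ARH kept their side of the threshold. Without the quartile ratio, Ahrr was at 0.260 and Actn1 at 0.206 at 500 μg/kg. Without the ProbeSet of largest deviation, Cyp1a1 was at 0.0461 and Kirrel3 at 0.0329 at 500 μg/kg, and at 0.0361 and 0.0339 at 5 μg/kg. With every evidence level, Kirrel3 was at 0.461 and Actn1 at 0.285 at 500 μg/kg, and Kirrel3 at 0.466 at 5 μg/kg. With 1 array left out, ARH at 500 μg/kg stayed between 1.22 and 1.96 for Cyp1a1, 0.805 and 1.22 for Ahrr, 1.34 and 1.59 for Kirrel3 and 0.628 and 0.925 for Actn1, and at 5 μg/kg between 2.04 and 2.99 for Cyp1a1 and 1.302 and 1.58 for Kirrel3.

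Of 1009 values of ARH for the other named genes, 916 kept their side, 44 lost and 49 gained the threshold. Of 486 values for named ProbeSets, 466 kept their call, 18 lost it and 2 gained it, and 0 changed direction past the threshold. ProbeSets near the background of the array have little room to fall, and a bright ProbeSet under constant background has little room to rise.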

Differences from the paper's values

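The alternative with every evidence level was a test chosen only after the result was seen, and the others were set before the data were examined. A value was taken to differ when its gap to the paper's exceeded the replicate error and one was over 1.5 times the other. A fold change whose dimmer group lay below the median of all ProbeSets, 5.408, is a lower limit, and was taken to differ only if over 1.5 times the paper's. This limit was set after the result was seen.

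The paper reports 36 genes with an ARH of at least 0.5, and 23 were found here. For genes other than those known to be regulated by AhR, the paper reports 29, and 18 were found. Both counts came within 1.5 times of the paper's under 6 of 13 alternatives: arithmetic means (25 and 20), and without corn oil replicate 1 (26 and 20), corn oil replicate 4 (30 and 25) or TCDD 500 μg/kg replicate 1 (31 and 26), 2 (42 and 36) or 3 (33 and 28). They did not under group medians, without dim ProbeSets, without the quartile ratio, without the ProbeSet of largest deviation, or without corn oil replicates 2, 3 and 5. Group medians gave 56 and 49 genes and included 32 of the 36 genes of Fig 2, against 13 with means. Arithmetic means included 15, and leaving out 1 array 13 to 19. Every evidence level, chosen after seeing the values, gave 27 and 21 genes and dropped 24 of the 36.

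The ARH of Ahrr is about 0.60 in Fig 2, read by eye, and was 1.00 here. It no longer differed with arithmetic means, group medians, without the quartile ratio, without the ProbeSet of largest deviation, without corn oil replicate 1 or 5, and without TCDD 500 μg/kg replicate 1 or 2. It differed without dim ProbeSets, without corn oil replicate 2, 3 or 4 or TCDD 500 μg/kg replicate 3. Without the quartile ratio the ARH of Ahrr was 0.260, below that of Fig 2 and under 0.5. It was not taken to differ there only because the gap lay within the replicate error, 0.375. The ARH of Cyp1b1 is about 0.68 in Fig 2, read by eye, and was 0.352 here. Of 13 alternatives, group medians (0.579) alone no longer differed. Every evidence level, chosen after seeing the values, gave 9.16. Fig 2 includes Saa3, which had 0.372 here. Saa3 passed 0.5 with group medians (0.774), without corn oil replicate 1 (0.586) and without TCDD 500 μg/kg replicate 2 (0.662).

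The paper's other fold changes at 500 μg/kg come from RT-qPCR, another assay than the array, and those here from the array. For Ahrr exon 3, Fig 4B shows about 1.3, read by eye, and the array gave 2.00, which no longer differed with array weights, a replicate block, and without corn oil replicate 2 or 4 or TCDD 500 μg/kg replicate 2, and differed under the other 14 of 19. For Ahrr exon 6 it was about 2.0 in Fig 4B, read by eye, and at least 16.9, and for exon 13 about 2.0 in Fig 4B, read by eye, and at least 38.2, and both differed under all 19 alternatives.

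Kirrel3 exon 19a was about −4.2 in Fig 4D, read by eye, and 1.07 here. Exon 19b was about −4.1 in Fig 4D, read by eye, and 24.7 here. Actn1 exon 5 was about 1.6 in Fig 4E, read by eye, and 0.373 here, and for exon 14 the paper gives 6 and the array gave 2.78. These 4 differed under every alternative set before.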

Other observations

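The tests of other splits, except that for group medians, and those of the brightest ProbeSet of a gene, of background at Cyp1a1 exon 1, of an upper limit of the signal and of the Kirrel3 transcripts were chosen only after the result was seen.

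Other splits of the arrays. Of the 56 splits into 3 and 5 arrays, 1 gave as many called ProbeSets as 500 μg/kg against corn oil (495), the real one. For 5 μg/kg it was 1 of 100 splits drawn from 126, and for the contrast of the doses 1 of 35. For genes with an ARH of at least 0.5, it was 1 of 56 at 500 μg/kg and 1 of 100 at 5 μg/kg. With group medians it was also 1 of 56, but the other splits gave a median of 27 genes and up to 54, against 56 for the real one. With means the others gave a median of 3 and up to 13 at 500 μg/kg, and up to 5 against 6 at 5 μg/kg. By the share of splits, chance is excluded as the source of the counts of called ProbeSets as a whole. For ARH from means at 500 μg/kg, chance is argued against as the source of the count, 23 against up to 13. The margin was small for group medians and for ARH at 5 μg/kg, and chance stays open for these counts. It also stays open for single genes past the ARH threshold, since other splits gave up to 13 genes at 500 μg/kg. In simulated data of 3 against 5 arrays, with noise independent for each ProbeSet, 21 unchanged genes reached it. Between the doses the exclusion holds for the 6 calls alone, against up to 1 in other splits: over all ProbeSets, 4.623% had an unadjusted p under 0.05 and 4.407% did not overlap, where chance gives 5.714%, and limma called 0 without replicate 1 or 3 of 500 μg/kg (7304 and 8672 ProbeSets at an unadjusted p under 0.05). With a replicate block limma called 0 as well (12167 at an unadjusted p under 0.05).

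Differences between ProbeSets of one gene. Constant signal in controls, which would give brighter ProbeSets smaller fold changes, stays open. Among 76 induced genes, the median within-gene Spearman correlation of the level in 3 control arrays with the log2 fold change against the other 2, across ProbeSets that are not independent replicates, was 0.051 (permutation p = 0.847, one-sided for a lower correlation), but it was below 0 in 30 genes and so decides nothing. Of the 23 genes past the ARH threshold at 500 μg/kg, the ProbeSet of largest deviation was above the gene median in 12 and below it in 11. It was the brightest of the gene in corn oil in 7, where chance gives 2.61, and 5 of these 7 were below the gene median, as such signal would show, but levels and fold changes share the control arrays there.

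Cyp1a1. A higher background under exon 1 stays open. Its level in corn oil was −0.70 relative to the median of the other 7 ProbeSets and lower in 5 of 5 arrays, but levels of different probes near the background do not show which has more of it. One upper limit of the signal for the whole array, as the reason for equal levels at both doses, is argued against by 177 core ProbeSets brighter at 500 μg/kg than the brightest of the 7 and by the spread of 1.92 log2 units between the 7. An upper limit of each ProbeSet of its own stays open. Those 7 ProbeSets differed between the doses by 0.0612 log2 units at most, and their median SD was 0.574 in corn oil, 0.0409 at 5 μg/kg and 0.0596 at 500 μg/kg, while the dimmer exon 1 was 0.89 higher at 500 μg/kg (limma adjusted p = 0.981). Full induction at the lower dose would give equal levels too, and the pair of explanations cannot be told apart. A difference in probe response and an alternative transcript start stay open and were not tested.

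Kirrel3. Induction of the whole transcript is argued against by 0 of the other 158 ProbeSets being called at 500 μg/kg by limma, with 3 of 22 core and 7 of 136 other ProbeSets at an unadjusted p under 0.05. A signal from another induced transcript stays open. The log2 fold change of ProbeSet 5047088 at 500 μg/kg was 0.0951 larger than at 5 μg/kg, as would be seen for a gene fully induced at the lower dose, but probe sequences were not used here.

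Actn1. Its core ProbeSets differed by a step of 1.74 log2 units between its 3′ and 5′ parts. A tilt of the arrays from RNA degradation would be seen in many genes, but 2 of 9002 genes with at least 10 ProbeSets had a step as large (0.0222%), and the median step was 0.0982.

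Of the 152 genes with a called ProbeSet at 500 μg/kg, 138 are not in Fig 2. Nup155 had most called ProbeSets, 32 of 37, all higher. At 5 μg/kg, 24 of 31 genes are not in Fig 2, and Cyfip2 had most, 12 of 32, all higher. Both genes were named after their values were seen. Genes with a high ARH at 5 μg/kg outside Fig 2 were Myc (0.523) and Cep112 (0.516).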
